# Discovery of Molecular Mechanisms of Traditional Chinese Medicinal Formula Si-Wu-Tang Using Gene Expression Microarray and Connectivity Map

**DOI:** 10.1371/journal.pone.0018278

**Published:** 2011-03-28

**Authors:** Zhining Wen, Zhijun Wang, Steven Wang, Ranadheer Ravula, Lun Yang, Jun Xu, Charles Wang, Zhong Zuo, Moses S. S. Chow, Leming Shi, Ying Huang

## Abstract

To pursue a systematic approach to discovery of mechanisms of action of traditional Chinese medicine (TCM), we used microarrays, bioinformatics and the “Connectivity Map” (CMAP) to examine TCM-induced changes in gene expression. We demonstrated that this approach can be used to elucidate new molecular targets using a model TCM herbal formula Si-Wu-Tang (SWT) which is widely used for women's health. The human breast cancer MCF-7 cells treated with 0.1 µM estradiol or 2.56 mg/ml of SWT showed dramatic gene expression changes, while no significant change was detected for ferulic acid, a known bioactive compound of SWT. Pathway analysis using differentially expressed genes related to the treatment effect identified that expression of genes in the nuclear factor erythroid 2-related factor 2 (Nrf2) cytoprotective pathway was most significantly affected by SWT, but not by estradiol or ferulic acid. The Nrf2-regulated genes *HMOX1*, *GCLC*, *GCLM*, *SLC7A11* and *NQO1* were upreguated by SWT in a dose-dependent manner, which was validated by real-time RT-PCR. Consistently, treatment with SWT and its four herbal ingredients resulted in an increased antioxidant response element (ARE)-luciferase reporter activity in MCF-7 and HEK293 cells. Furthermore, the gene expression profile of differentially expressed genes related to SWT treatment was used to compare with those of 1,309 compounds in the CMAP database. The CMAP profiles of estradiol-treated MCF-7 cells showed an excellent match with SWT treatment, consistent with SWT's widely claimed use for women's diseases and indicating a phytoestrogenic effect. The CMAP profiles of chemopreventive agents withaferin A and resveratrol also showed high similarity to the profiles of SWT. This study identified SWT as an Nrf2 activator and phytoestrogen, suggesting its use as a nontoxic chemopreventive agent, and demonstrated the feasibility of combining microarray gene expression profiling with CMAP mining to discover mechanisms of actions and to identify new health benefits of TCMs.

## Introduction

Traditional Chinese medicines (TCMs) have been used in China and other Asian countries for over 5,000 years for the prevention and treatment of a variety of diseases. In contrast to target-oriented Western medicine, TCM uses a holistic and synergistic approach to restore the balance of *Yin*-*Yang* of body energy so the body's normal function, or homeostasis, can be restored [1]. Traditional Chinese herbal medicines often consist of a combination of individual herbs to form specific formulae aimed to increase therapeutic efficacy and reduce adverse effects [2]. Theoretically, multiple active phytochemical components in the TCM formulae may simultaneously target multiple molecules/pathways and thus potentially achieve superior effect as compared to single compounds alone [3]. However, while about 100,000 herbal formulae have been recorded and there are many empiric examples of successful clinical use of TCM, relationship of the essential phytochemical components in each of the formulae to molecular targets/pathway has not been identified for most TCM due to lack of suitable methodology to tackle the complex mechanisms. Lack of molecular evidence for targets diminishes the scientific validity of the claimed usefulness of TCM, despite the availability of empiric clinical experience. Thus, new methods for molecular target/pathway identification are sorely needed to advance the modernization of TCM.

The microarray technology and associated bioinformatic data mining tools provide an opportunity to simultaneously analyze a large number of genes/targets associated with complex therapeutic effects of TCM [4]. The working principle for this genomic approach is that the phenotype of a cell, including the function and response to the environment, is ultimately determined by its gene expression profiles. Analyzing the changes of gene expression profiles after treatment by TCM in vitro or in vivo may help reveal their mechanisms of action [4], [5]. In addition, because the use of medicinal herbs may mimic or oppose the effects of concurrently used drugs, gene expression profiling using microarrays can also be used for revealing the mechanism of herb-drug interactions [6].

A few studies have used microarray-based transcriptional profiling to evaluate TCMs or their components [5], [7], [8], [9], [10]. The identified genes modulated by the TCM provided insights into molecular understanding of activity [4], [11]. However, the real challenge is to reliably detect differentially expressed genes and dissect the functional relevance of identified genes to pharmacological mechanisms from these microarray studies [12]. The improper study design and unsuitable data analysis may lead to unreliable and less accurate results derived from the microarray studies [13], [14], [15], [16]. To compare and integrate data derived from multiple different array experiments even for a single TCM component represents another technical challenge [12]. Special quality control criteria for array processing and analysis need to be used to overcome previous problems associated with microarray technologies.

Recently, the Connectivity Map (CMAP) database containing microarray expression data from cultured cell lines (e.g., human breast cancer cell line MCF-7) treated with bioactive small molecules with known mechanism of action and disease application has been described [17]. The current version of CMAP contains more than 7,000 expression profiles representing treatments from 1,309 compounds (http://www.broadinstitute.org/cMAP/) and in several studies, the CMAP database has been used for discovery of functional connections between drugs, genes, and diseases through the common gene-expression changes on the same cell lines [17], [18], [19], [20], [21]. Using CMAP, drugs affecting common molecular pathways can be identified and putative mechanism of action of unknown drugs can be explored. It may provide a useful tool for TCM when combined with microarray analysis.

To demonstrate the potential application of this approach for discovery of molecular mechanisms of TCM, we studied a model TCM formula, Si-Wu-Tang (SWT, directly translated as Four Agents Decoction) [22]. SWT has been used in China and Japan for about 1,000 years for the relief of menstrual discomfort, climacteric syndrome, peri- or postmenopausal syndrome and other estrogen-related diseases [22], [23], [24], [25], [26]. It has been reported to have sedative, anti-coagulant and antibacterial activities as well as effects on vasodilatation and hematopoiesis [27]. SWT has also been shown to possess an inhibitory effect on radiation-induced bone marrow damage [27], [28]. However, the mechanism of the pharmacological action of SWT has not yet been clarified. The SWT formula is composed of four herbs, Radix *Rehmanniae praeparata*, Radix *Angelicae Sinensis*, Rhizoma *Ligustici Chuanxiong* and Radix *Paeoniae Alba* [22]. At least nine bioactive phytochemicals have been reported for SWT: paeoniflorin, paeonol, gallic acid, ferulic acid, Z-ligustilide, ligustrazine, butylphthalide, senkyunolide A and catalpol [25]. Of these compounds, ferulic acid (FA) and paeoniflorin have been recommended as the chemical markers for quality assessment of SWT [29], [30], [31], [32]. In view of wide empiric use of SWT and known chemical components already reported, in the present study, we profiled the gene expression of MCF-7 cells treated with SWT, its component FA as well as estradiol using Affymetrix microarray Human U133Plus2.0 (Figure 1). We demonstrated the feasibility of applying the combined microarray and CMAP approach in identifying molecular mechanisms of SWT.

**Figure 1:**
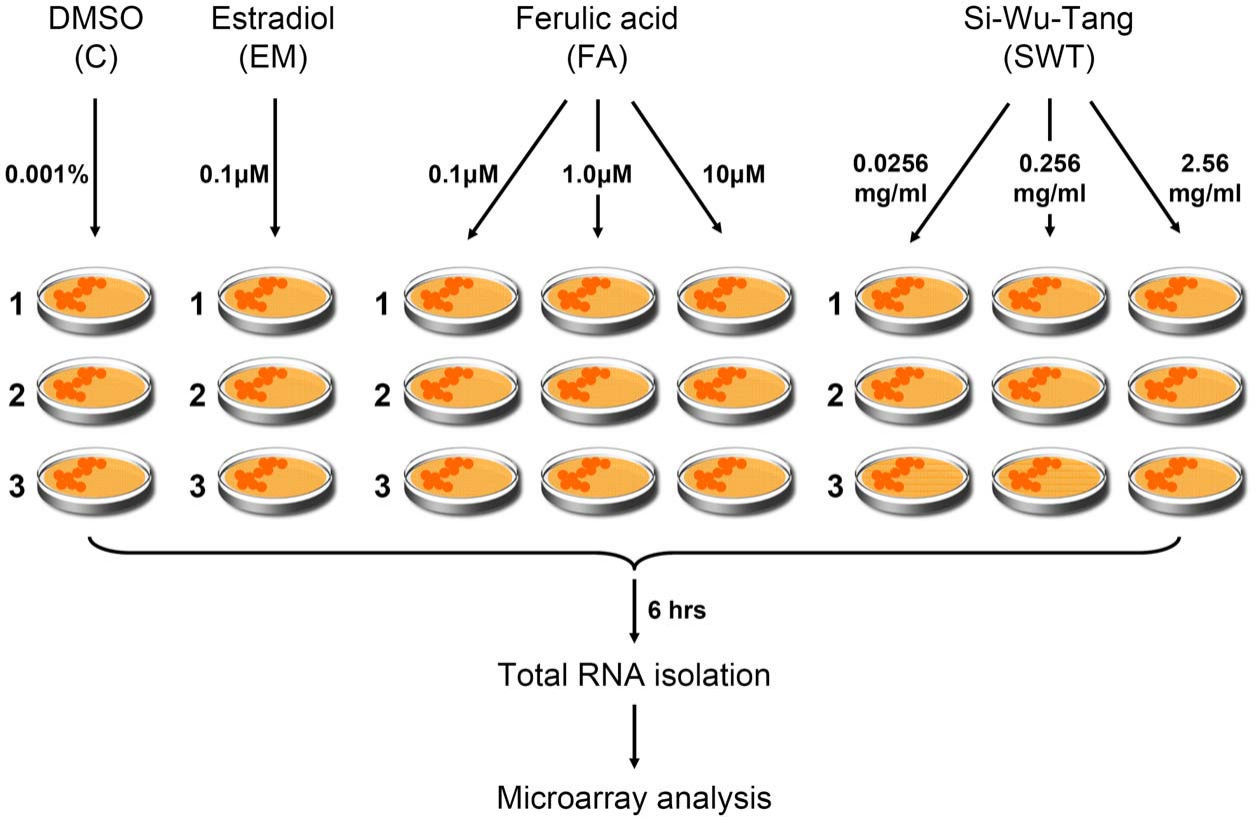
Experimental design of microarray gene expression profiling. The 24 samples were obtained from MCF-7 cells which were divided into eight treatment groups. 0.001% DMSO was used as the vehicle control (C). The cells were treated with 0.1 µM estradiol, FA at three concentrations (0.1, 1.0, and 10 µM) and SWT at three concentrations (0.0256, 0.256, and 2.56 mg/ml). For each treatment group, 3 biological replicates were included.

## Results

### Hierarchical clustering analysis for quality assessment of array data and identification of treatment effects

Hierarchical clustering analysis was used to assess the overall quality of the microarray data (**Figure 2a**). 

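The arrays measured messenger RNA in MCF-7 cells, a human breast cancer line that carries the estrogen receptor, 6 h after treatment and after at least 4 days in hormone-free medium. The 8 groups of 3 arrays were the control with 0.001% DMSO, estradiol at 0.1 µM, ferulic acid at 0.1, 1 and 10 µM, and SWT at 2.56, 0.256 and 0.0256 mg/ml. GAPDH and the 9 other reference genes chosen for steadiness gave a median change of 0.01 on the log2 scale with estradiol, 0.03 at medium SWT and 0.01 at high SWT. GAPDH itself changed by 0.03 (SE 0.035, n = 3 arrays per group) at high SWT, with an adjusted p of 0.52, while SDHA, an enzyme of the respiratory chain, fell by 0.38. The authors normalized the 24 arrays together by RMA, and the deposited values are probe-set intensities on a linear scale, of which the base-2 logarithm was taken here. The array medians lay between 54.8 and 57.1, and the median shift of all genes was -0.04 with estradiol and -0.05 at high SWT. Each probe set was tested with limma over all 24 arrays, and it was called when its p adjusted over 54613 probe sets was under 0.05. For each of 19775 genes the probe set with the highest mean signal was kept, with adjustment over the genes. Gene lists were tested with camera, whose p was adjusted over 250 tests of 25 lists, and a version of camera that estimates the correlation within the list was run beside it. The p-values measure only the spread between these cultures, and 3 arrays per group limit the precision, with a median standard error of 0.079 for a log2 change.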

A high correlation coefficient (colored in red in the heatmap of correlation coefficients) means that the gene expression profiles from two microarrays are very similar. The three replicates in each treatment group showed high pair-wise correlation in terms of log2 gene expression. In addition, samples treated with estradiol and high concentration of SWT showed dramatically different expression profiles compared to that of the control group. 

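The replicate arrays lay close together at strongly responding genes. GREB1, an estrogen-induced growth regulator, read 11.41 ± 0.03 (log2, SD, n = 3) with estradiol and 7.97 ± 0.06 in the control. HMOX1, the heme-degrading enzyme heme oxygenase 1, read 13.85 ± 0.02 at high SWT and 10.79 ± 0.14 in the control. Larger spreads were found as well: HMOX1 read 9.65 ± 0.35 with estradiol, and FZD2, a Wnt receptor, read 7.41 ± 0.23 at high SWT. Over all probe sets the Pearson correlation of 2 arrays of the same group ran from 0.9963 to 0.9981. The group means ran from 0.9968 at high SWT to 0.998 at the lowest ferulic acid dose. These correlations are taken across probe sets, which span the whole range of signal, and any 2 of the 24 arrays reached between 0.9885 and 0.9981.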

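Estradiol raised PGR, the progesterone receptor and a well-known estrogen-induced gene, by 3.60 on the log2 scale (SE 0.09, n = 3 arrays per group), a fold of 12.1. High SWT raised HSPA6, a heat-inducible chaperone, by 5.12 (SE 0.12) and MAFF, a small partner of the NRF2 transcription factor, by 5.00 (SE 0.1), which are folds of 34.9 and 31.9. PGR also rose at high SWT, by 1.50, whereas HSPA6 is a gene of protein damage rather than of estrogen. The mean correlation with the control arrays was 0.9937 for estradiol and 0.99 for high SWT. It was 0.9966 at medium SWT and 0.997 at low SWT, against 0.9972 among the control arrays themselves.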

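Among the genes chosen because all treated arrays lay beyond all control arrays, the spread within a group was small. With estradiol MYBL1, a transcription factor of dividing cells, rose from 8.10 ± 0.05 to 10.86 ± 0.04 (log2, SD, n = 3), and with high SWT ATF3, a stress-induced transcription factor, rose from 7.95 ± 0.01 to 12.23 ± 0.09. The adjusted p was 4.9e-16 for MYBL1 and 7.9e-20 for ATF3. At medium SWT STC2, a secreted glycoprotein induced by both estrogen and stress, rose from 9.75 ± 0.09 to 10.63 ± 0.04, with an adjusted p of 1.1e-08. In average-linkage clustering of the 24 arrays, 3 of the 8 groups formed a cluster of their own: estradiol, high SWT and the lowest ferulic acid dose. The ferulic acid cluster was lost with Spearman correlation and with complete linkage, and medium SWT gained one with complete linkage and with the probe sets above the median level.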

The visual observation of the clustering results indicates satisfactory reproducibility of microarray experiments for the biological replicates in each treatment group and significant treatment effects of estradiol and SWT, warranting further analyses and interpretation of their treatment effects.

**Figure 2:**
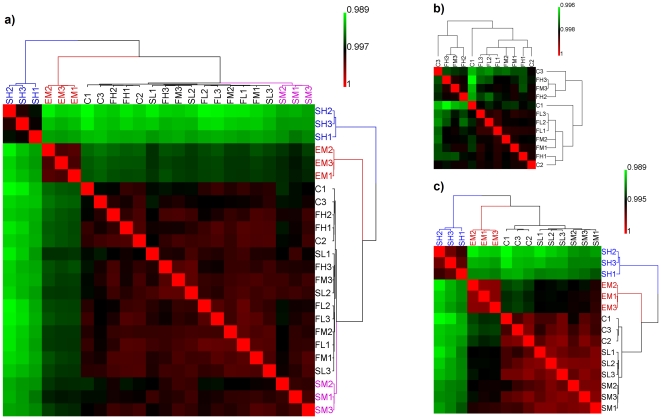
The hierarchical clustering analysis and heatmap of the correlation coefficients between gene expression profiles. (A) All 24 samples from the 8 treatment groups; (B) controls and ferulic acid treatments; and (C) controls and treatments by estradiol and SWT. There was good reproducibility between the three biological replicates in each treatment group. No clear treatment effect was observed for ferulic acid treatments. Low- and medium-concentration SWT treatments showed mild effects, while the strongest treatment effects were seen from estradiol and high-concentration SWT treatments.

Three replicates of MCF-7 control and MCF-7 treated with ferulic acid at low, medium and high concentrations were used for hierarchical clustering analysis in **Figure 2b**. 

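Hardly any single gene was called with ferulic acid, 1 at 0.1 µM and 0 at 1 and at 10 µM. IFIT2, an interferon-induced antiviral gene, rose at 0.1 µM from 7.60 ± 0.14 to 8.24 ± 0.08 (log2, SD, n = 3), with an adjusted p of 2.7e-03, and it was the only gene called at that dose. IFIT1, a second gene of that response, read 9.91 ± 0.1 against 9.14 ± 0.22, with an adjusted p of 6.0e-02. At 10 µM GPR84, a receptor for fatty acids, had the smallest p, a change of -0.53 (SE 0.09) with an adjusted p of 0.14. In clustering of these 12 arrays, the 3 arrays at 0.1 µM formed a cluster of their own, while those at 1 and 10 µM and the control did not, and with Spearman correlation or complete linkage no group did. The correlation within groups exceeded that between groups by 0.00016, with an exact one-sided p of 0.0495 over 15400 ways of grouping the arrays and 0.099 when Spearman correlation was used.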

For every dose-treatment group, the three replicates in the same group did not cluster together, indicating that there was no clear treatment effect even at the high concentration of ferulic acid. It seems that the treatment effects of ferulic acid on MCF-7 are minimal at the doses tested in this study.

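Over the 9 ferulic acid arrays together, 3 genes were called against the control, chosen by the test after the values were seen. Adjusted over all probe sets instead, 3 probe sets were called, 3 higher and 0 lower. The 2 falls named here thus pass only the adjustment over genes. IFIT2 was higher by 0.48 (SE 0.065), CYP1A1, the cytochrome that metabolises polycyclic hydrocarbons, was lower with -0.31 (SE 0.05), and TMEM253, a membrane protein of unknown function, was lower with -0.31 (SE 0.05). PGR was called at no dose, with changes of 0.27, 0.27 and 0.14 (SE 0.09, n = 3 arrays per group) from the lowest dose to the highest. GREB1 changed by 0.30, 0.36 and 0.02 (SE 0.1) and was likewise not called. Of the 37 measured estrogen-induced genes and the 39 NRF2 targets, 0 were called in limma on the average of the doses. The list medians were 0.04 and -0.04. In camera their adjusted p was 0.0055 and 0.0047, and 0.27 and 0.48 with an estimated correlation. Adjusted over the list alone, 14 of 44 genes of DNA replication were higher there, and the list median was 0.09. From the scattered replicates the paper proposes that ferulic acid did very little at these doses. It later draws on its counts of changed genes and the lack of a dose response for the same reading.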

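HMOX1 gives the order of the SWT groups in a single gene: against the control it changed by 0.16, 1.17 and 3.06 on the log2 scale from the lowest dose to the highest (SE 0.13, n = 3 arrays per group). With estradiol it changed by -1.14 (SE 0.13), away from all SWT groups. TIPARP, a target of the aryl hydrocarbon receptor that adds ADP-ribose to proteins, read 12.53 ± 0.06 (log2, SD, n = 3) at high SWT and 9.60 ± 0.08 in the control. Among 15 arrays, control, estradiol and SWT, the 3 arrays of estradiol, of medium SWT and of high SWT each formed a cluster of their own. The control and low SWT did not, and with Spearman correlation medium SWT did not either.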

In inspecting the treatment effects of SWT at low, medium and high concentrations along with the three replicates of estradiol treatment, hierarchical clustering analysis (**Figure 2c**) clearly demonstrated the high reproducibility of the replicates in each treatment group and strong treatment effects for estradiol and SWT at high concentration. The figure also shows clustering of the three replicates in the medium or low concentration of SWT treatment, but the degree of the treatment effect was much smaller than that for high-concentration SWT treatment. 

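Targets of estrogen and of NRF2 were among the strongest genes at medium SWT. MYB, a transcription factor that estrogen frees from a block in its first intron, rose by 0.94 (SE 0.09, n = 3 arrays per group, adjusted p 2.0e-06), and SLC7A11, the cystine importer that feeds glutathione synthesis, rose by 0.87 (SE 0.1, adjusted p 1.9e-05). NPY1R, a neuropeptide receptor long known as estrogen-induced, rose by 0.88 (SE 0.08). STON1, an endocytic adaptor, fell by 0.67 (SE 0.1). At low SWT 4 genes were called, found by the test and not chosen beforehand: IFIT2 with 0.56 (SE 0.08), the nucleolar protein gene KNOP1 with 0.43 (SE 0.06), the tRNA synthetase gene EPRS1 with 0.32 (SE 0.05) and CSRNP3 with -0.43 (SE 0.07). For the control and low SWT the within-group excess of correlation was 0.00038, the highest of 10 groupings, so that its exact p of 0.1 could not be smaller. With the medium SWT arrays added it was 0.00045, with an exact p of 0.0036 over 280 groupings, the smallest possible.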

The expression profiles for the three replicates in the estradiol treatment group also clustered tightly together and were dramatically different from those of the control group samples. 

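Known estrogen-induced genes were among those that estradiol raised most. GREB1 rose by 3.44 on the log2 scale (SE 0.1, n = 3 arrays per group), EGR3, an early growth response factor, by 3.42 (SE 0.07), and RBM24, an RNA-binding protein, by 3.36 (SE 0.19). The noncoding RNA LINC01588 read 9.65 ± 0.06 (SD) against 5.87 ± 0.11. NPY1R rose by 2.82 (SE 0.08), HEY2, a Notch target, by 2.61 (SE 0.09), SLC47A1, an efflux transporter, by 2.99 (SE 0.14) and VXN by 2.91 (SE 0.12). All 37 measured genes of the fixed list of early estrogen-induced genes were higher, with a list median of 1.23 and an adjusted p of 3.0e-52 in camera. Of the 20 measured estrogen-repressed genes, 13 were lower and 2 higher, the same numbers when adjusted over the list alone, with an adjusted p of 5.3e-07. The 2 that were higher were KLF4 with 0.50 and BCL6 with 0.13, both transcriptional repressors.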

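High SWT and estradiol differed in opposite directions at stress genes and at genes of cell division. Compared directly, HMOX1 was higher at high SWT by 4.2 on the log2 scale (adjusted p 7.4e-16, n = 3 arrays per group). CYP1A1, the drug-metabolising cytochrome, was higher by 2.19. Of 39 NRF2 targets, which answer oxidative stress, 35 were higher at high SWT and 1 was lower, adjusted over all genes or over the list alone. Of 44 genes of DNA replication, 2 were higher and 40 lower (2 and 41 over the list alone), and of 28 mitotic genes 0 were higher and 25 lower. The mitotic list had an adjusted p of 1.9e-14, and of 0.09 with an estimated correlation. Among the estrogen-induced genes 5 were higher and 31 lower, so the estrogen response of high SWT was the weaker one at most of them. In all, 14754 probe sets were called between these agents, and their arrays correlated at 0.9906 on average.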

The expression profiles of the estradiol group were also dramatically different from those of the high-concentration SWT treatment group.

### Identification of differentially expressed genes

Because there are 54,675 probe sets on the Affymetrix Human U133Plus 2.0 microarray, 2,734 probe sets would be expected by chance to show a *p*<0.05. By comparing the number of probe sets with a *p*<0.05 for each treatment group (**Table 1**) with that expected by chance (2,734), we can roughly assess the degree of the treatment effect. 

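Single genes that lay below the control at a ferulic acid dose did not pass the adjustment in limma. HMOX1 at 1 µM ferulic acid read 10.45 ± 0.18 (log2, SD, n = 3), lower than the control by 0.35, and its adjusted p was 0.37. GCLM, the regulatory subunit of the enzyme that makes the first step of glutathione, read 10.72 ± 0.09 at that dose, with an adjusted p of 0.2. In limma 4632, 5239 and 4148 probe sets had an unadjusted p under 0.05 from the lowest ferulic acid dose to the highest. For SWT the numbers were 7111, 9666 and 20403, and for estradiol 17021. Chance alone gives 2734 of all probe sets on the array. Because all groups are compared with the same 3 control arrays, an unusual control array raises these numbers in every group at once.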

By applying the same cutoffs of t-test *p* value <0.05 and fold change >1.5, the differentially expressed genes were selected separately from comparing each treatment group with the control group. The number of differentially expressed genes varied dramatically depending on the treatment group. 

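The genes with the smallest p at the higher ferulic acid doses changed little. SPOCK1, a matrix proteoglycan, had the smallest p at 1 µM with a change of -0.32 (SE 0.06, n = 3 arrays per group) and NASP, a histone chaperone, came close behind with 0.29 (SE 0.05), both with an adjusted p of 7.2e-02. At 10 µM VHL, which marks the hypoxia factor HIF for degradation, changed by 0.24 (SE 0.05) and LZTS1-AS1 by -0.44 (SE 0.09), both with an adjusted p of 0.36. CYP1A1 changed by -0.35, -0.34 and -0.24 (SE 0.06) from the lowest dose to the highest, so the largest dose had the smallest change. In limma 2, 2 and 0 probe sets were called at the 3 doses, and these counts depend on the settings: 70, 142 and 15 with an intensity trend and robust variances, 6, 75 and 7 among probe sets above the median level, and 0 and 11 at the lower doses without control 1. For the dose with 0 called, 4148 probe sets had an unadjusted p under 0.05, and the test of the paper's methods also called 0. Estradiol and high SWT gave 10709 and 15650.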

The high-concentration SWT and estradiol treatments resulted in the highest numbers of genes differentially expressed, whereas the treatment effect of ferulic acid appeared to be minor for all concentrations, and there was no clear dose-response relationship. On the other hand, the numbers of genes differentially expressed as a result of SWT treatment showed a clear dose-response trend, with an increase from low dose (7 genes, corresponding to 10 probe sets) to medium dose (71 genes, corresponding to 90 probe sets) and a big jump from medium dose to high dose (1,911 genes, corresponding to 2,979 probe sets). 

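OSGIN1, an oxidative-stress-induced growth inhibitor, followed the dose on the log2 scale: 0.16 at low, 0.71 at medium and 2.64 at high SWT (SE 0.08, n = 3 arrays per group). PMAIP1, the death-promoting p53 target also called NOXA, changed by 0.30, 0.69 and 3.51 (SE 0.07) and FOS, an immediate early transcription factor, by 0.01, 0.48 and 3.28 (SE 0.09). For FOS almost all of the change therefore came with the last step in dose. The number of probe sets called in limma was 55, 1961 and 15650, of which 5, 96 and 3196 changed more than 1.5-fold. Leaving out 1 array moved the first to between 0 (without low SWT replicate 1) and 171 (without its replicate 3) and the second down to 691 (without medium SWT replicate 2), and fits of only the groups compared gave 0 and 83 for these doses. At medium SWT 763 genes were higher and 366 lower, and 31 and 3 of these changed more than 1.5-fold. At high SWT the split was 2890 higher and 4469 lower, with 605 and 688 beyond that fold. The medium dose called 1427 probe sets higher and 534 lower, 72.8% higher, while quantile normalization of the probe-set values gave 1112 and 800, 58.2% higher, so the split at this dose moves with the scaling.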

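Among the genes that estradiol lowered most were receptors and targets of the aryl hydrocarbon receptor. IL1R1, the interleukin 1 receptor, fell from 10.33 ± 0.02 to 8.70 ± 0.07 (log2, SD, n = 3), and AHRR, the repressor of the aryl hydrocarbon receptor, fell from 9.69 ± 0.01 to 8.10 ± 0.18. CYP1A1 went down with AHRR, from 12.21 ± 0.07 to 10.83 ± 0.16, and both are genes that this receptor drives. The list of 12 targets of that receptor had no common direction by the test, with 3 higher and 7 lower (the same over the list alone) and an adjusted p of 0.3. BLNK, a signalling adaptor, fell by 1.36 (SE 0.06), S1PR3, a receptor for sphingosine phosphate, by 1.40 (SE 0.07) and the sialyltransferase gene ST8SIA4 by 1.43 (SE 0.08). Higher were 2734 genes and lower 2883, of which 445 and 169 changed more than 1.5-fold. Of the probe sets called 54.4% were higher, 62.7% after centring of the arrays and 49.1% after quantile normalization, so the side with more calls moves with the scaling. Most genes called with estradiol therefore changed by less than that fold, and the larger changes were mostly increases.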

The treatment with estradiol (0.1 µM) changed the expression of 830 unique genes (corresponding to 1,292 probe sets). However, only 337 genes were commonly regulated by both estradiol treatment and the high-concentration SWT treatment, indicating similarities and differences in the mechanisms of action between the two agents. 

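Some named genes changed alike with high SWT and with estradiol. MYC, which drives growth and division, rose by 1.94 at high SWT and by 1.51 with estradiol (log2, adjusted p 2.7e-14 and 3.0e-12, n = 3 arrays per group), and EGR3 rose by 3.42 with both. CDKN2B, an inhibitor of the G1 cyclin kinases, fell with both, by 1.41 and 1.01. HMOX1 went apart, up at high SWT and down with estradiol, and so did ADM, the vessel-widening peptide adrenomedullin, with 1.24 and -0.72. By limma 1142 genes were higher with both, where 399.6 would be expected if the calls were independent, and 1537 were lower with both, where 651.5 would be expected, and 794 went in opposite directions. The changes correlated across genes at 0.389. Both comparisons use the same 3 control arrays, which alone gave a correlation of 0.5 and a covariance of 0.00376 in simulations without any effect, so part of the excess may come from the shared controls. The observed covariance was 0.0333. With ferulic acid at 10 µM in place of the control for SWT, which shares no array with the estradiol comparison, 1076 genes were higher with both and 1294 lower with both, against 382.6 and 609 expected, and the correlation was 0.321. In that version 845 genes went in opposite directions, and 58.4% of all genes had the same sign, against 66.8% with the shared control. From the limited number of shared genes the paper concludes that the agents act partly alike and partly differently.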

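Single genes passed the adjustment in more groups than these. GREB1 at medium SWT read 9.21 ± 0.14 (log2, SD, n = 3), and its adjusted p was 9.8e-07 because limma takes the spread of a gene from all 24 arrays. CALCR, the calcitonin receptor, rose at that dose by 0.89 (SE 0.08, adjusted p 1.3e-06), RAMP3, its partner protein, by 0.90 (SE 0.12, adjusted p 1.6e-04) and AGR3, an estrogen-associated secreted protein, by 0.88 (SE 0.11, adjusted p 1.0e-04). SNAI2, the transcription factor SLUG of mesenchymal cells, fell by 0.52 (SE 0.07, adjusted p 1.2e-04). In all, 1961 probe sets were called at medium SWT and 55 at low SWT. The test of the paper's methods, which takes the spread from the 6 arrays compared, called 6 and 0 at these doses and 4774 with estradiol and 7335 at high SWT with equal variances. The paper does not state the variances, and with unequal variances, a version chosen after these counts were seen, it called 0 and 0, and 1540 and 3161.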

Consistently, by controlling the false discovery rate (FDR) at the level of 0.05, only the high-concentration SWT and estradiol treatments resulted in genes differentially expressed (**Table 1**).

**Table 1:** Treatment information and the number of differentially expressed genes of each treatment group.

Treatment	Concentration	Hybridization name	No. of probe sets (*p*<0.05, FC>1.5)	No. of genes (*p*<0.05, FC>1.5)	No. of probe sets(*p*<0.05)*	No. of probe sets (*FDR*<0.05)
Control	-	C1, C2, C3	-	-	-	-
Estradiol	0.1 µM	EM1, EM2, EM3	1,292	830	11,595	3,598
Ferulic acid	0.1 µM	FL1, FL2, FL3	9	8	2,965	0
	1 µM	FM1, FM2, FM3	6	4	3,332	0
	10 µM	FH1, FH2, FH3	3	3	2,270	0
SWT	0.0256 mg/mL	SL1, SL2, SL3	10	7	3,578	0
	0.256 mg/mL	SM1, SM2, SM3	90	71	5,409	0
	2.56 mg/mL	SH1, SH2, SH3	2,979	1911	13,296	6,673

*For the U133Plus2 microarrays with 54,675 probe sets, 2,734 (54,675×0.05) probe sets are expected by chance to have a *p* value <0.05.

FDR: false discovery rate.

### Canonical pathway analysis by IPA software: the Nrf2-mediated oxidative stress response pathway is most significantly impacted by high-concentration SWT treatment

The pathway names, Fisher's exact test *p* values, and the ratios of impacted genes for the top 10 IPA pathways most significantly enriched with genes differentially expressed from SWT and estradiol treatments are listed in **Table 2**. 

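At low SWT no member of the estrogen and NRF2 lists was called, though some lay above the control. GREB1 changed by 0.44 (SE 0.1, n = 3 arrays per group) and STC2 by 0.25 (SE 0.05), and SLC7A11 by 0.13 (SE 0.1), none of them called. GCLC and GCLM, the subunits of the enzyme that limits glutathione synthesis, had folds of 1.01 ± 0.081 and 1.02 ± 0.073 (SD) on their probe sets with the highest signal. For GCLM the paper's Table 6 has a higher array fold at this dose. In none of the 25 lists was a gene called. The genes of BRCA1 and homologous recombination had a median of 0.10, with 4 of 22 higher over the list alone. Their adjusted p was 4.1e-07 in camera and 0.0039 with an estimated correlation. With the same controls, ferulic acid at 0.1 and 1 µM gave medians of 0.11 and 0.10 (0.004 and 0.0035 with an estimated correlation). Adjusted over the list alone, 8 of 37 estrogen-induced genes were higher, with a median of 0.08 and an adjusted p of 3.1e-05 in camera, but of 0.099 with an estimated correlation. Of 44 genes of DNA replication 19 were higher by that measure, with a median of 0.12 and an adjusted p of 1.4e-14 (0.029 with an estimated correlation). The latter lies at the threshold: it was 0.061, 0.05 and 0.051 without control 1, 2 and 3 and 0.068 without low SWT replicate 3, and the control arrays are shared with ferulic acid, where these genes shifted as well.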

For the low-concentration SWT treatment, none of the IPA pathways was significantly enriched, mainly because of the very small number of differentially expressed genes (10 probe sets, corresponding to 7 genes). 

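Genes of DNA replication and some reductases were higher at medium SWT by small amounts. CDC25A, the phosphatase that starts S phase, rose by 0.59 on the log2 scale (adjusted p 1.7e-04, n = 3 arrays per group), MCM2, part of the replication helicase, by 0.48 (adjusted p 1.0e-04) and DTL, which directs the breakdown of replication licensing factors, by 0.48 (adjusted p 2.6e-03). AKR1C2 and AKR1C3, reductases of steroids and carbonyls, rose by 0.58 and 0.65. CYP1A1 stayed at -0.05 and was not called, while the amino acid importer gene SLC7A5 rose by 0.65. Of 44 replication genes 26 were higher (32 over the list alone), with a median of 0.21 and an adjusted p of 2.3e-24. Of 22 genes of BRCA1 and homologous recombination 7 were higher (15 over the list alone), with an adjusted p of 4.2e-10. Of 12 targets of the aryl hydrocarbon receptor 4 were higher and 2 lower, with an adjusted p of 0.022, and of 0.14 with an estimated correlation, in a range of 1.8e-04 to 0.15 over all alternatives.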

For medium-concentration SWT treatment, several IPA pathways related to the metabolism of xenobiotics by CYP450, C21-steroid hormone metabolism, cell cycle, and molecular mechanisms of cancer were highly enriched with differentially expressed genes. 

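High SWT raised genes of DNA-damage and stress signalling. FOSL1, a partner of JUN in the AP-1 factor, read 9.86 ± 0.07 against 5.77 ± 0.03 in the control (log2, SD, n = 3), and GADD45A, a growth-arrest gene, rose by 2.31 (adjusted p 8.0e-17). CDKN1A, the p21 inhibitor through which p53 stops the cycle, rose by 1.13, MDM2, which degrades p53, by 1.38, and the death receptor gene FAS by 1.83. IKZF2, a zinc-finger factor, fell from 8.03 ± 0.05 to 5.9 ± 0.05 (adjusted p 7.6e-16), and the adhesion genes CDH11 and PCDH10 fell by 2.02 and 1.68. Of 25 p53 targets 21 were higher and 0 lower (22 and 0 over the list alone), with a median of 0.64 and an adjusted p of 1.3e-20. The feedback genes of MAPK signalling split, with 10 of 16 higher and 3 lower (11 and 3 over the list alone): DUSP5, a MAPK phosphatase, rose by 2.74, and SPRY1, a brake on growth factor signals, fell by 1.57. Their adjusted p was 4.3e-06. Of 27 TGF-beta and BMP response genes 20 were lower and 3 higher (21 and 3 over the list alone), with an adjusted p of 1.6e-06, and of 0.077 with an estimated correlation, the highest of a range that starts at 8.5e-07.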

Genes differentially expressed from high-concentration SWT treatment group were most significantly enriched in several cancer signaling pathways. In particular, the Nrf2-mediated oxidative stress response pathway, which has recently been found to play an important role in cancer prevention, was the most significantly impacted pathway (*p* = 4.55×10^−9^). 

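High SWT raised the genes through which NRF2 protects a cell from oxidants. SRXN1, which repairs oxidised peroxiredoxins, rose by 2.09 on the log2 scale (adjusted p 1.7e-16, n = 3 arrays per group), SLC7A11 by 2.23 (SE 0.1) and TXNRD1, thioredoxin reductase, by 1.47 (adjusted p 1.1e-13). MAFG, the DNA-binding partner of NRF2, rose by 1.66 and NFE2L2, which encodes NRF2 itself, by 0.62 (adjusted p 9.7e-10). The list of 39 measured targets had 29 higher (30 over the list alone), a median of 0.45 and an adjusted p of 8.5e-16, and of 0.042 with an estimated correlation, in a range of 2.3e-17 to 0.042 over the alternatives. Several other lists had smaller p at this dose, among them the immediate early genes with 1.3e-31.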

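Not every NRF2 target followed. At high SWT 4 of the 39 measured were lower, adjusted over all genes or over the list alone: IDH1, which makes NADPH in the cytosol, fell by 0.68 on the log2 scale (adjusted p 7.2e-09, n = 3 arrays per group), CAT, catalase, by 0.55 (adjusted p 3.7e-09), GSTM3, a glutathione transferase, by 0.25 (adjusted p 2.7e-05) and NQO1, a quinone reductase, by 0.12 (adjusted p 2.8e-02). For NQO1 this holds for the probe set with the highest signal, near the top of the scale, while another of its probe sets changed by -0.02 and was not called. AKR1B10, an aldose reductase, rose by 1.00, and KEAP1, which holds NRF2 in check, by 0.32. IDH1, CAT, GSTM3 and NQO1 were also lower with estradiol, with -0.57, -0.30, -0.33 and -0.32, as were most members of the list.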

About 23% (42/183) of the genes in the Nrf2 pathway were either up- or down-regulated by high-concentration SWT treatment (**Figure 3**).

**Figure 3:**
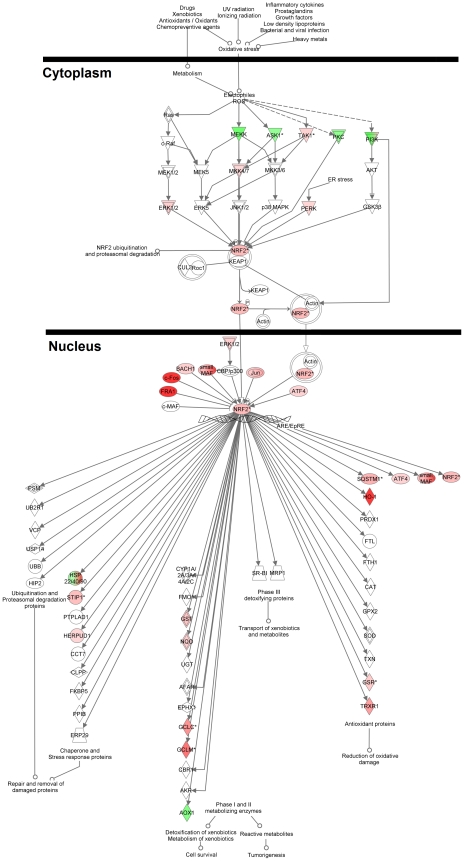
The Nrf2-mediated oxidative stress response pathway in IPA database. The red color and green color indicate the up- and down-regulated genes after treatment with high-concentration of SWT in this pathway, respectively.

**Table 2:** Top IPA pathways enriched with differentially expressed genes and their corresponding Fisher's exact test *p* values.

Treatment	IPA pathway name	*p*-value	Total number of genes in the IPA pathway	Ratio*
SWT at high concentration	Nrf2-mediated Oxidative Stress Response	4.55e-09	183	0.230
	p53 Signaling	2.37e-07	92	0.283
	Molecular Mechanisms of Cancer	6.17e-07	372	0.164
	Glucocorticoid Receptor Signaling	3.68e-06	280	0.168
	CD40 Signaling	2.92e-05	67	0.254
	Pancreatic Adenocarcinoma Signaling	3.26e-05	116	0.207
	EGF Signaling	3.26e-05	49	0.286
	B Cell Receptor Signaling	7.57e-05	154	0.188
	TGF-β Signaling	8.81e-05	83	0.229
	HGF Signaling	1.22e-04	103	0.214
SWT at medium concentration	Cell Cycle: G1/S Checkpoint Regulation	4.28e-05	59	0.068
	Role of CHK Proteins in Cell Cycle Checkpoint Control	2.27e-04	35	0.086
	Aryl Hydrocarbon Receptor Signaling	1.18e-03	154	0.026
	Molecular Mechanisms of Cancer	1.21e-03	372	0.016
	C21-Steroid Hormone Metabolism	2.11e-03	71	0.028
	Metabolism of Xenobiotics by Cytochrome P450	3.47e-03	209	0.014
	TR/RXR Activation	3.71e-03	97	0.031
	p53 Signaling	4.22e-03	92	0.033
	Cell Cycle Regulation by BTG Family Proteins	7.06e-03	36	0.056
	ATM Signaling	1.46e-02	53	0.038
SWT at low concentration	None of the pathways was significantly enriched with differentially expressed genes.			
Estradiol	Role of BRCA1 in DNA Damage Response	5.10e-09	61	0.246
	Cell Cycle: G1/S Checkpoint Regulation	2.69e-07	59	0.220
	Role of CHK Proteins in Cell Cycle Checkpoint Control	6.22e-06	35	0.257
	Aryl Hydrocarbon Receptor Signaling	7.09e-06	154	0.117
	Hereditary Breast Cancer Signaling	1.85e-05	129	0.124
	Molecular Mechanisms of Cancer	2.80e-05	372	0.083
	Pyrimidine Metabolism	5.74e-05	231	0.078
	Glycosphingolipid Biosynthesis - Globoseries	3.86e-04	46	0.130
	p53 Signaling	3.87e-04	92	0.130
	Pancreatic Adenocarcinoma Signaling	1.21e-03	116	0.103

*The ratio is calculated by dividing the number of differentially expressed genes found in the pathway by the total number of genes involved in the pathway.

We also used the expression profile of estradiol treatment as the query to search the IPA pathway database. The top 10 hits (**Table 2**) include pathways related to cell cycle, molecular mechanisms of cancer, and p53 signaling. These pathways are well-known to be associated with the biological functions of estradiol, validating the quality of microarray gene expression data in this study and the utility of the IPA pathway analysis approach. 

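Estradiol raised the machinery of DNA replication. MCM10, a replication initiation factor, rose by 1.22 on the log2 scale (adjusted p 2.0e-11, n = 3 arrays per group), CDC6, which loads the helicase, by 1.11 (adjusted p 2.7e-08) and DTL by 1.78 (adjusted p 3.3e-12). CHEK1, the checkpoint kinase, rose by 1.16 (adjusted p 5.0e-09), the mismatch repair gene MSH6 by 0.68 and BRCA1 by 0.72 (adjusted p 3.1e-08). CDKN1A, the p53-driven cycle inhibitor, fell by 0.31, and TP53INP1, a p53-induced death gene, by 0.85 (adjusted p 1.6e-11). Of 44 replication genes 43 were higher and 1, RFC5, was lower, with a median of 0.67 and an adjusted p of 6.5e-41. Of 22 genes of BRCA1 and homologous recombination 21 were higher, with an adjusted p of 2.2e-17. Those splits were the same over the list alone. Of 25 p53 targets 3 were higher and 9 lower (4 and 10 over the list alone), with an adjusted p of 0.16, without a common direction by this test. Of 28 mitotic genes 19 were higher (20 over the list alone), with a median of 0.21 and an adjusted p of 1.6e-08, and of 0.21 with an estimated correlation (range 7.2e-09 to 0.21).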

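Besides replication, estradiol changed genes long used as markers of its action. CXCL12, a chemokine that MCF-7 cells secrete under estrogen, rose by 2.11 on the log2 scale (adjusted p 1.5e-12, n = 3 arrays per group), PDZK1, a scaffold protein, by 1.97 (adjusted p 1.1e-11) and PKIB, an inhibitor of protein kinase A, by 2.37. CCND1, cyclin D1, rose by 0.65 and TFF1, the classic secreted marker of estrogen action, by 0.51. CCNG2, a cyclin that holds cells in rest, fell by 0.84 (adjusted p 1.2e-09), BMF, a death-promoting BCL2 relative, by 1.04 (adjusted p 3.1e-10) and ERBB2 by 0.61. ESR1, the receptor itself, stayed at -0.02 after 6 h. The paper concludes that pathways known for estradiol speak for the quality of the arrays.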

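Most NRF2 targets were lower with estradiol. HMOX1 had the largest drop, with an adjusted p of 7.3e-07, and AKR1B10 fell by 0.81 on the log2 scale (adjusted p 3.7e-06, n = 3 arrays per group), GPX2, a glutathione peroxidase, by 0.78 (adjusted p 4.7e-07) and ABCC3, a conjugate exporter, by 0.76 (adjusted p 7.7e-04). TXNRD1 fell by 0.39, GCLM and SLC7A11 by 0.37 each and GCLC by 0.26, whereas OSGIN1 did not move. BLVRB, biliverdin reductase B, was the only member called higher over all genes, by 0.26. Of 39 targets 26 were lower and 1 higher (28 and 2 over the list alone), with a median of -0.28. The adjusted p was 7.7e-09, and 0.13 with an estimated correlation, the only alternative in which the call was lost, in a range that starts at 6.8e-11. High SWT raised most of these same genes, so the agents parted at this pathway, as the scatter of both lists shows.

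**Figure D1:**
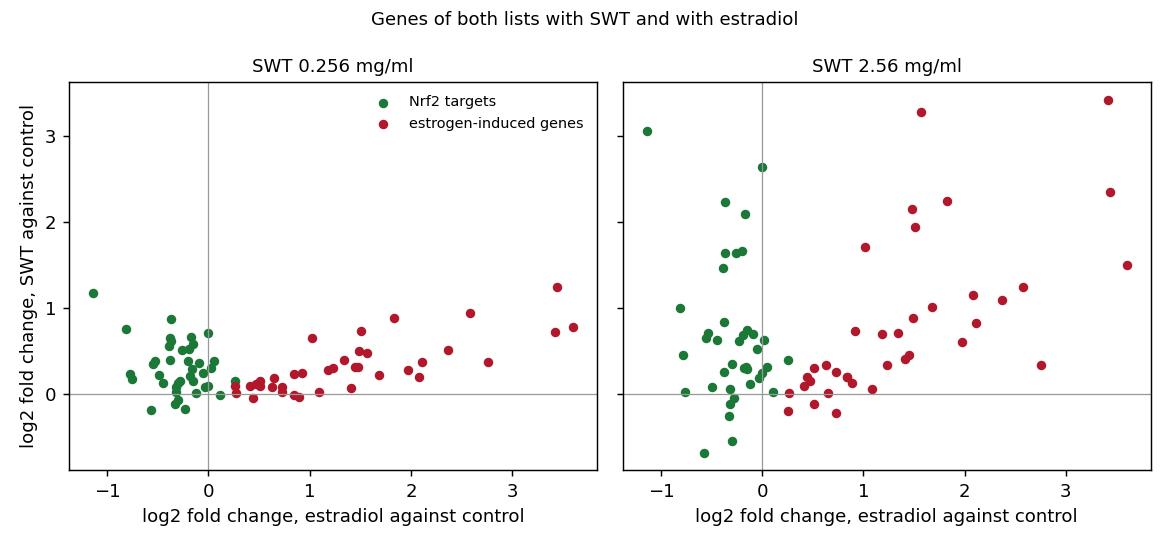
Log2 change against the control with estradiol (horizontal axis) and with SWT (vertical axis) for 39 NRF2 targets and 37 estrogen-induced genes, with 3 arrays per group. The left panel shows SWT at 0.256 mg/ml and the right panel SWT at 2.56 mg/ml.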

Notably, although the Nrf2-mediated oxidative stress response pathway was significantly impacted by high-concentration SWT treatment, it was not affected by estradiol treatment at the condition tested in this study.

### Pathway analysis in KEGG database

None of the KEGG pathways was significantly enriched with the differentially expressed genes from low-concentration SWT treatment group and only 8 KEGG pathways were significantly enriched from medium-concentration SWT treatment. Instead, there were 25 and 19 KEGG pathways significantly enriched with differentially expressed genes from high-concentration SWT treatment and estradiol treatment, respectively. The top 10 significantly impacted KEGG pathways were listed in **Table 3**. Comparing the KEGG pathways listed in **Table 3** with the IPA pathways listed in **Table 2**, we can see that pathways related to signaling of cancer, cell cycle and metabolism were significantly impacted by estradiol treatment and by SWT treatments at medium- and high-concentrations, highlighting the commonalities between the pharmacological effects of estradiol and SWT.

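Estrogen-response genes rose with estradiol and with SWT, while genes of division fell in part at high SWT. XBP1, a secretory factor of luminal cells, rose by 1.34 on the log2 scale with estradiol, by 0.40 at medium SWT and by 0.71 at high SWT (n = 3 arrays per group). CHEK1 rose by 0.34 at medium and 0.29 at high SWT. BRCA1 was not called at medium SWT (0.17) and fell by 0.19 at high SWT. DLGAP5 and BUB1, a spindle protein and a checkpoint kinase, fell at high SWT by 0.99 and 0.84 (adjusted p 4.9e-11 and 8.5e-09). The replication list had 14 of 44 genes higher and 9 lower at high SWT (16 and 10 over the list alone), a median of 0.07 and an adjusted p of 0.064. The mitotic list had 2 of 28 higher and 20 lower (3 and 20 over the list alone), with an adjusted p of 3.2e-06, and of 0.32 with an estimated correlation (range 8.7e-07 to 0.32). At medium SWT replication genes rose by less than with estradiol, with 40 of 44 lower and 0 higher in the direct comparison (43 and 0 over the list alone) and a median of -0.46, and 2 mitotic genes were higher and 0 lower (3 and 0 over the list alone), with an adjusted p of 1.2e-04, and of 0.42 with an estimated correlation (range 1.0e-07 to 1). At high SWT the genes of BRCA1 and homologous recombination had 3 of 22 higher and 12 lower, with an adjusted p of 0.078. Estrogen-induced genes rose in all these groups, as the list medians show: at medium SWT 19 of 37 (24 over the list alone), with a median of 0.25 and an adjusted p of 2.3e-23, and at high SWT 28 with 3 lower (29 and 3 over the list alone), a median of 0.45 and an adjusted p of 6.4e-18. The paper concludes from the pathway tables that the agents share effects on cancer signalling, cell cycle and metabolism.

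**Figure D2:**
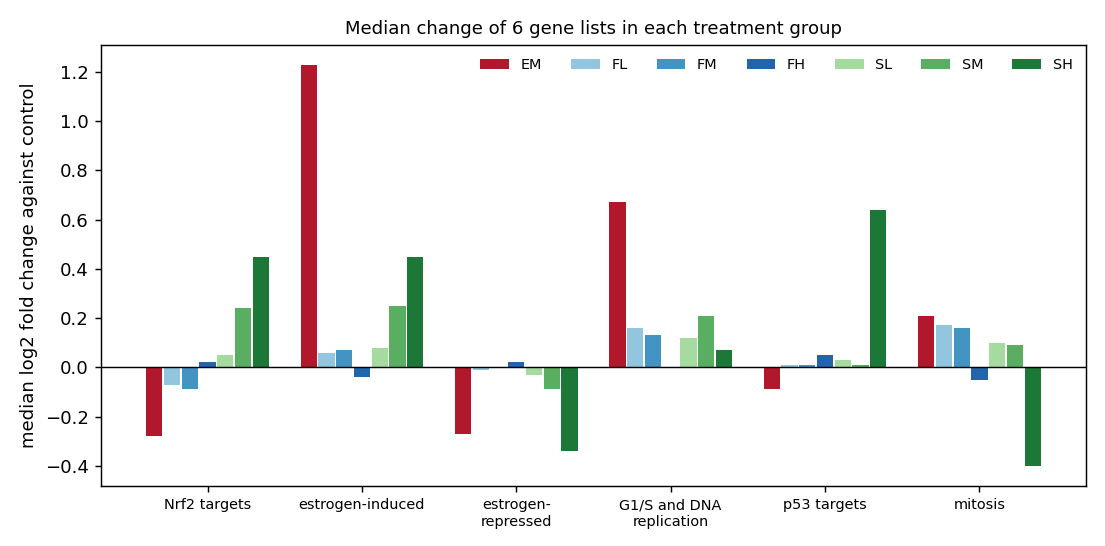
Median log2 change against the control (vertical axis) of 6 gene lists (horizontal axis) in each treatment group of 3 arrays. EM is estradiol, FL, FM and FH are ferulic acid at 0.1, 1 and 10 µM, and SH, SM and SL are SWT at 2.56, 0.256 and 0.0256 mg/ml.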

**Table 3:** Top KEGG pathways enriched with differentially expressed genes and their corresponding Fisher's exact test *p* values.

Treatment	KEGG pathway name (Entry ID)	*p*-value
SWT at high concentration	MAPK signaling pathway (hsa04010)	4.81e-05
	TGF-beta signaling pathway (hsa04350)	7.76e-05
	Colorectal cancer (hsa05210)	9.76e-05
	Acute myeloid leukemia (hsa05221)	1.26e-04
	p53 signaling pathway (hsa04115)	8.88e-04
	Apoptosis (hsa04210)	9.54e-04
	Axon guidance (hsa04360)	1.28e-03
	Bladder cancer (hsa05219)	1.52e-03
	Glutamate metabolism (hsa00251)	2.60e-03
	Chronic myeloid leukemia (hsa05220)	2.73e-03
SWT at medium concentration	p53 signaling pathway (hsa04115)	4.36e-04
	Bladder cancer (hsa05219)	1.42e-03
	Prion disease (hsa05060)	2.49e-03
	Cell cycle (hsa04110)	3.12e-03
	Metabolism of xenobiotics by cytochrome P450 (hsa00980)	6.13e-03
	Small cell lung cancer (hsa05222)	1.12e-02
	Tetrachloroethene degradation (hsa00625)	3.76e-02
	Acute myeloid leukemia (hsa05221)	3.79e-02
SWT at low concentration	None of the pathways was significantly enriched with differentially expressed genes.	
Estradiol	Cell cycle (hsa04110)	1.00e-08
	Purine metabolism (hsa00230)	5.69e-04
	Porphyrin and chlorophyll metabolism (hsa00860)	3.18e-03
	Glycosphingolipid biosynthesis - globoseries (hsa00603)	3.70e-03
	p53 signaling pathway (hsa04115)	5.18e-03
	Pentose and glucuronate interconversions (hsa00040)	6.21e-03
	One carbon pool by folate (hsa00670)	6.24e-03
	Pyrimidine metabolism (hsa00240)	9.69e-03
	Thyroid cancer (hsa05216)	1.19e-02
	Bladder cancer (hsa05219)	1.49e-02

### Identification of dose-responsive genes and pathways

Since genes or pathways that show dose-dependent changes are most likely reflecting valid pharmacological action from a drug, we therefore created two lists of differentially expressed genes (probe sets, *p*<0.05) from SWT treatments at medium and high concentrations in comparison to the controls and identified common genes by overlapping the two lists. From this list of common genes, we can determine dose-responsive genes for which the expression level increased or decreased and mapped these to unique gene symbols in the IPA software. 

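Dose-responsive genes included targets of NRF2, estrogen and stress. STC2 changed by 0.25, 0.88 and 2.25 on the log2 scale from low to high SWT (SE 0.05, n = 3 arrays per group), SLC7A11 by 0.13, 0.87 and 2.23 (SE 0.1), and NMRAL2P, a noncoding relative of a redox sensor gene that NRF2 drives, by 0.09, 0.64 and 3.27 (SE 0.13). STON1 fell further with dose, with -0.67 at medium and -1.90 at high SWT. In limma 835 genes were called at both medium and high SWT, 760 of them in the same direction, and 605 had the larger change at high SWT, 397 higher and 208 lower. That number fell to 233 and 278 without medium SWT replicate 2 and 1, to 346 without control 3, and to 51 in fits of only the groups compared. Of the 605, 591 were also further from the control at medium than at low SWT. The control arrays are common to both comparisons, and 495 genes were higher at both doses where 111.5 would be expected from independent calls. Independence is thus not the value without an effect. The changes correlated at 0.426 and 67% had the same sign, where shared controls alone gave 0.5 and 66.7% in simulations. The covariance was 0.019 against 0.00376. Part of the shared calls may come from the controls.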

In total, 1,240 unique genes were identified as dose-responsive genes that are associated with the pathways in the IPA software. The intensity of these genes obviously increased or decreased when the concentration of SWT treatments increased from 0.0256 mg/mL (SL) to 2.56 mg/mL (SH). **Table 4** lists the names, Fisher's exact test *p* values, and the ratios of affected genes for the top 10 IPA pathways most significantly enriched with the dose-responsive genes to SWT. The Nrf2 pathway is again on the top of list. Among all the 1,240 genes showing dose-responsive changes, 24 upregulated and 7 downregulated genes could be assigned to the Nrf2 pathway. **Figure 4** showed that 10 out of the15 most upregulated genes (probe sets) are regulated by the Nrf2 pathway according to PubMed literature search. 

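Of the NRF2 targets 20 of 39 rose with the dose and 0 fell with it in limma. SRXN1 changed by 0.06, 0.66 and 2.09 on the log2 scale from low to high SWT (SE 0.06, n = 3 arrays per group). GCLM, the modifier subunit of the glutathione-forming ligase, rose by 0.62 at medium SWT (adjusted p 1.9e-05) and by 1.64 at high SWT (adjusted p 1.5e-13), and GCLC, the catalytic subunit, by 0.51 and 1.64. AKR1B10 rose by 0.76 at medium and by a little more at high SWT, and TXNRD1 by 0.56 at medium. NFE2L2 fell at medium SWT by 0.17 (adjusted p 3.2e-02), so the rise of its transcript came only with the high dose.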

Because of recently reported cancer prevention role of the Nrf2 pathway, our data suggest that SWT may have an Nrf2-inducing activity and may possess cancer chemopreventive effects.

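HMOX1 and other NRF2 targets were already higher at medium SWT. At that dose HMOX1 read 11.96 ± 0.07 (log2, SD, n = 3), with an adjusted p of 1.5e-05. MAFG rose by 0.39 and KEAP1, the repressor of NRF2, by 0.29. Of 39 targets 23 were higher and 1 lower (28 and 3 over the list alone), with a median of 0.24 and an adjusted p of 8.9e-22, and of 0.014 with an estimated correlation (range 1.2e-23 to 0.014). Against estradiol 34 were higher at medium SWT and 0 lower, with a median of 0.45. From the dose-ordered rise and earlier reports on NRF2 the paper proposes that SWT may induce NRF2 and may prevent cancer. The arrays give the transcripts of the targets, and not the activity of the NRF2 protein. For that activity the paper has other evidence, a luciferase reporter driven by the antioxidant response element, beside RT-PCR of selected targets.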

**Figure 4:**
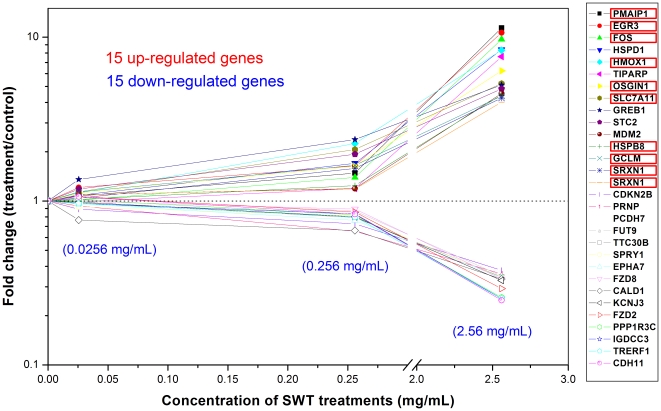
Dose-responsive genes with the largest fold changes. Among 15 dose-responsive up-regulated genes (probe sets) with the largest fold changes, ten are related to Nrf2 (highlighted in red box) according to PubMed literature search.

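The steepest rises with dose included NRF2, p53, early response and estrogen genes. TIPARP, an aryl hydrocarbon receptor target, changed by -0.02, 0.26 and 2.93 on the log2 scale from low to high SWT, with an adjusted p of 8.9e-20 at high SWT (n = 3 arrays per group). HSPB8, a small chaperone, changed by 0.03, 0.31 and 2.15, and GREB1 by 0.44, 1.24 and 2.35. In the fixed list of 39 NRF2 targets are HMOX1, OSGIN1, SLC7A11 and SRXN1, 4 of the 15 genes with the largest rise here. MOB3C, a kinase regulator, and LINC00304, a noncoding RNA, also stood among the 15, with 2.08 and 3.36. HSPD1, a mitochondrial chaperone, rose by 2.99 on a dim probe set and by 0.42 on the probe set with the highest signal. Among the falling genes PPP1R3C, which directs a phosphatase to glycogen, fell by 1.95 (SE 0.05), the ephrin receptor gene EPHA7 by 1.55, the fucosyltransferase gene FUT9 by 1.52 and PCDH7, a protocadherin, by 1.51.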

**Table 4:** Top IPA pathways enriched with genes showing dose-responsive changes after SWT treatment and corresponding Fisher's exact test *p* values.

Ingenuity canonical pathways	p value	Total number of genes in IPA pathway	Ratio[Table-fn nt104]
Nrf2-mediated Oxidative Stress Response	4.9E-05	183	0.169
Chronic Myeloid Leukemia Signaling	0.0001	105	0.190
PPAR Signaling	0.0001	98	0.194
Glutamate Metabolism	0.0002	78	0.141
Cell Cycle: G1/S Checkpoint Regulation	0.0002	59	0.237
Small Cell Lung Cancer Signaling	0.0003	89	0.180
Protein Ubiquitination Pathway	0.0003	201	0.149
Molecular Mechanisms of Cancer	0.0004	372	0.126
mTOR Signaling	0.0005	156	0.154
PI3K/AKT Signaling	0.0007	137	0.153

*The ratio is calculated by dividing the number of differentially expressed genes found in the pathway by the total number of genes involved in the pathway.

### Mapping gene expression profiles to the CMAP reference database

Since the same cell line (MCF-7) and same treatment period (6 h) were used to generate the above dataset as the CMAP dataset, comparison analysis can be done between the two datasets. Estradiol is the common drug used in both datasets. Thus, to further evaluate the quality and usability of the gene expression data generated in this study, we first used the gene expression profile from estradiol treatment as a query to search the CMAP database. If our data are in good quality and the CMAP approach works, we should expect the gene expression profiles of MCF-7 cells treated with estradiol in CMAP to show up on the list of top hits. Indeed, when the top 200 (100 up-regulated and 100 down-regulated) differentially expressed genes were used as the query, the CMAP profile of estradiol treated MCF-7 cells surfaced on the top 10 list (**Table 5**). In addition, the gene expression profiles resulting from treatments of three compounds, including butyl hydroxybenzoate, alpha-estradiol and genistein, were also on the top of the hit list. These compounds have been known to share the same molecular mechanisms of action with estradiol, mainly by regulating the hormonal signal transduction systems. 

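The paper does not list the genes of its estradiol query. Ranked here by change, such a query has PGR and GREB1 at its upper end and IL1R1 and AHRR, receptor and repressor, at its lower end. Read at high SWT, PGR had an adjusted p of 1.5e-11 and GREB1 of 1.9e-13 (n = 3 arrays per group), and AHRR fell by 0.27 on the log2 scale, IL1R1 by 1.31. Of the 100 probe sets that rose most with estradiol 84 were higher and 3 lower at high SWT against the 9 ferulic acid arrays, which took no part in choosing them, with a median of 0.73. Of the 100 that fell most 73 were lower and 11 higher, with a median of -0.65. These arrays were chosen in place of the control after the first counts were seen.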

Interestingly, the profile from treatment with fulvestrant, also known as ICI 182,780, turned out to be most contradictory to that from estradiol in our study, with a mean score of -0.806. This finding is consistent with the mechanistic role of fulvestrant, a pure estrogen receptor antagonist with no agonist effect for treating hormone receptor-positive metastatic breast cancer in postmenopausal women. These results from estradiol treatment indicated the value of the CMAP reference database and enhanced our confidence in the reliability of the microarray data from our study.

**Table 5:** Top CMAP hits correlated with SWT or estradiol treatment.

Treatment*	CMap chemical name and cell line	Mean score	*p*-value
SWT at high concentration	Phenoxybenzamine - MCF7	0.964	<0.00001
	Withaferin A - MCF7	0.885	<0.00001
	Securinine - MCF7	0.781	0.00002
	15-delta prostaglandin J2 - MCF7	0.697	<0.00001
	Thioridazine - MCF7	0.436	<0.00001
	Resveratrol - MCF7	0.432	<0.00001
	Estradiol - MCF7	0.345	<0.00001
	Tanespimycin - MCF7	0.188	<0.00001
	0317956-0000 - MCF7	−0.58	<0.00001
	Fulvestrant - MCF7	−0.698	<0.00001
SWT at medium concentration	Estradiol - MCF7	0.504	<0.00001
	Genistein - MCF7	0.452	<0.00001
	Valproic acid - MCF7	−0.367	0.00008
	Trichostatin A - HL60	−0.392	<0.00001
	LY-294002 – HL60	−0.428	<0.00001
	LY-294002 – MCF7	−0.445	0.00004
	Sirolimus - MCF7	−0.493	<0.00001
	Trichostatin A - MCF7	−0.658	<0.00001
	Vorinostat - MCF7	−0.608	0.00002
	Fulvestrant - MCF7	−0.765	<0.00001
SWT at low concentration	There were no down-regulated genes and CMap search could not be performed.		
Estradiol	Butyl hydroxybenzoate - MCF7	0.826	<0.00001
	Estradiol - MCF7	0.667	<0.00001
	Genistein - MCF7	0.632	<0.00001
	Alpha-estradiol - MCF7	0.544	<0.00001
	Trichostatin A - MCF7	−0.427	<0.00001
	0317956-0000 - MCF7	−0.434	<0.00001
	Vorinostat - MCF7	−0.457	<0.00001
	Phenoxybenzamine - MCF7	−0.496	<0.00001
	Pyrvinium - MCF7	−0.561	<0.00001
	Fulvestrant - MCF7	−0.806	<0.00001

*For high-concentration SWT and estradiol treatments, the query to CMAP search included 100 up-regulated and 100 down-regulated genes. For medium-concentration SWT treatment, all the 53 differentially expressed genes (3 down-regulated and 50 up-regulated) were used as the query for CMAP search.

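The genes that rose most at medium SWT were mostly higher with estradiol as well. GREB1, MYB and NPY1R stood at the top with the NRF2 targets HMOX1 and SLC7A11, and ATRNL1, a membrane protein, rose by 0.92 (SE 0.19, n = 3 arrays per group). Lower were STON1, BMF with -0.50 (SE 0.07) and INSIG1, which restrains cholesterol synthesis, with -0.51 (SE 0.11). Under the paper's thresholds with the test of its methods 90 probe sets were higher and 10 lower. Read in estradiol against the 9 ferulic acid arrays, a comparison chosen after the first counts were seen because it shares no array with the one that chose these probe sets, 55 of the 90 were called higher and 5 lower, with a median of 0.51 on the log2 scale. Of the 10, 6 were lower and 0 higher, with a median of -0.51.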

We also used the gene expression profiles of 100 up-regulated and 100 down-regulated genes from high-concentration SWT treatment and all the 53 differentially expressed genes from medium-concentration SWT treatment to query the CMAP database. For the low-concentration SWT treatment, CMAP search could not be performed because there were no down-regulated genes. 

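CSRNP3, a nuclear protein of little known function, was the only gene called lower at low SWT, from a control signal of 4.06 on the log2 scale (SD 0.04, n = 3), near the floor of the array. IFIT2, KNOP1 and EPRS1 were called higher. At the level of probe sets 44 were higher and 11 lower in limma, and 17 and 2 after quantile normalization. None of the 55 was left without low SWT replicate 1, and the calls of IFIT2, KNOP1 and EPRS1 were lost without that array as well. Beyond 1.5-fold these numbers were 5 and 0.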

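At medium SWT several estrogen-response genes changed as with estradiol. MYC rose by 0.73 on the log2 scale (adjusted p 6.3e-06, n = 3 arrays per group), PGR by 0.78 (adjusted p 1.5e-05) and CXCL12 by 0.37, and CCNG2 fell by 0.30 (adjusted p 5.9e-03). TFF1 and CCND1 were not called, with 0.15 and 0.19. Compared with estradiol directly, 37 of 37 estrogen-induced genes were lower at medium SWT, with a median of -0.93. At that dose 640 genes were higher together with estradiol and 289 lower together, against 105.5 and 53.4 expected, and 37 went opposite ways. The changes of medium SWT and of estradiol correlated at 0.63 across genes, where the shared controls alone gave 0.5 in simulations, and part of the excess of shared genes may come from those controls. The covariance was 0.0223, against 0.00376 from the controls alone. With ferulic acid at 1 µM in place of the control for SWT 123 and 64 genes were shared, against 24.6 and 11.5 expected, 30 went opposite ways, and the correlation was 0.388. At high SWT CXCL12 rose by 0.83 and CCND1 stayed at 0.01. Of the 100 probe sets that rose most at high SWT 32 were higher and 17 lower with estradiol against the 9 ferulic acid arrays, with a median of 0.06, while of the 100 that fell most 84 were lower and 1 higher, with a median of -0.62.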

The CMAP gene expression profile of MCF-7 treated with estradiol was the only one showing significant match (permutation *p*<0.00001) for both high- and medium-concentration SWT, indicating that SWT has an effect on MCF-7 cells similar to that of estradiol. This finding appeared to be consistent with SWT's widely claimed use as a TCM for women's diseases. The CMAP profiles of several other compounds (including phenoxybenzamine, withaferin A, 15-delta prostaglandin J2 and resveratrol) also showed high similarity to that of high-concentration SWT treatment. The pharmacological effects of these compounds are not similar to that of estradiol, suggesting that SWT has additional effects not seen with estradiol.

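Stress genes were higher at high SWT than with estradiol. HSPA6 reached 11.58 ± 0.15 (log2, SD, n = 3) at high SWT from 6.45 ± 0.23, and DNAJB1, a chaperone partner of HSP70, rose by 1.17 (adjusted p 7.5e-15). DDIT3, the death-promoting factor CHOP, rose by 2.13 (adjusted p 1.0e-15) and CHAC1, which breaks down glutathione, by 1.24 (adjusted p 1.7e-09). DNAJB4, another HSP70 partner, rose by 2.75 at high SWT and fell by 0.39 with estradiol. Compared directly with estradiol, 19 of 25 heat-shock genes were higher at high SWT and 1 lower, with a median of 0.26 and an adjusted p of 2.7e-12. With estradiol itself 11 heat-shock genes were higher than in the control and 3 lower (12 and 4 over the list alone), with an adjusted p of 0.0014, and of 0.13 with an estimated correlation (range 5.3e-04 to 0.13). The comparison of high SWT with estradiol had 19 of 26 genes of the integrated stress response higher and 1 lower (adjusted p 7.8e-15), and 24 of 25 p53 targets higher and 0 lower (adjusted p 2.3e-24). The paper proposes from the matches with unlike compounds that SWT does more than estradiol.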

### Validation of the microarray gene expression data by real-time RT-PCR

The differential expression of five genes in the Nrf2 pathway in response to SWT was validated by quantitative real-time RT-PCR on samples obtained from MCF-7 cells treated in a separate experiment. The selected genes are *HMOX1* (Heme oxygenase 1, HO-1), *GCLC* (glutamate-cysteine ligase, catalytic subunit), *GCLM* (glutamate-cysteine ligase, modifier subunit), *NQO1* (NAD(P)H:quinine oxidoreductase 1) and *SLC7A11* [solute carrier family 7, (cationic amino acid transporter, y+ system) member 11]. The fold changes of expression determined by RT-PCR for these genes were concordant with those obtained by microarrays (**Table 6**). 

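On the arrays HMOX1 had a fold of 8.35 ± 0.12 at high SWT, 2.25 ± 0.11 at medium and 1.13 ± 0.14 at low SWT (mean of 3 arrays over the control, SD, n = 3). SLC7A11 had 4.70 ± 0.23, 1.83 ± 0.12 and 1.10 ± 0.078, and the probe set with the steepest rise of that gene 5.21 ± 0.43, 2.06 ± 0.17 and 1.14 ± 0.086. GCLC had 3.12 ± 0.064 and 1.42 ± 0.018 at high and medium SWT, and GCLM 3.13 ± 0.16 and 1.53 ± 0.062, with up to 4.40 ± 0.42 at high SWT on another of its probe sets. NQO1, the quinone reductase, had 0.922 ± 0.027, 1.02 ± 0.02 and 0.991 ± 0.039 at high, medium and low SWT. HMOX1, SLC7A11, GCLC and GCLM thus rose with the dose, while NQO1, plotted with them array by array, was not called higher. Few probe sets with as high a signal rose or fell by more than 0.5 on the log2 scale.

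**Figure D3:**
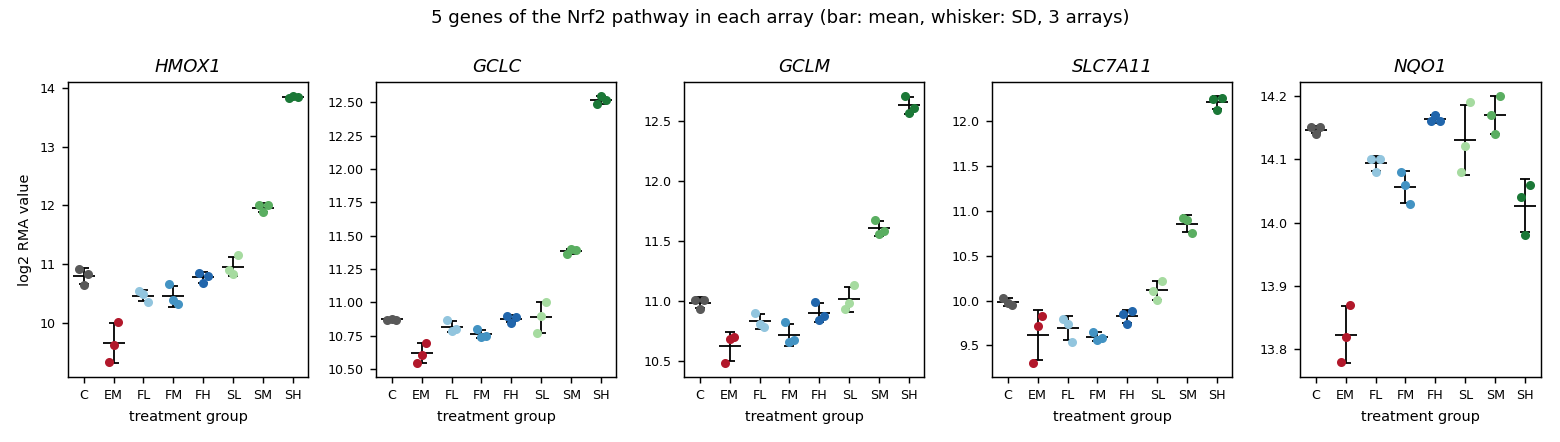
Log2 signal (vertical axis) of 5 genes in each of the 24 arrays by treatment group (horizontal axis), with the mean and SD of 3 arrays. C is the control, EM estradiol, FL, FM and FH rising doses of ferulic acid, and SL, SM and SH rising doses of SWT.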

The magnitude of the fold change from the RT-PCR assay was greater than that from the microarrays.

**Table 6:** The gene expression fold changes of RT-PCR in comparison with the microarrays.

	SL		SM		SH	
Gene	Microarray	RT-PCR	Microarray	RT-PCR	Microarray	RT-PCR
*SLC7A11*	1.14±0.09	0.80±0.03	2.07±0.17**	1.33±0.16*	5.21±0.43**	8.38±0.13**
*HMOX1*	1.13±0.14	1.63±0.07	2.25±0.11**	5.73±0.55*	8.35±0.12**	45.99±0.53**
*GCLC*	1.01±0.08	3.58±0.12	1.42±0.02**	4.01±0.14*	3.12±0.06**	17.27±0.03**
*GCLM*	1.14±0.09*	1.06±0.12	1.65±0.07*	1.31±0.04*	4.38±0.33**	6.32±0.11**
*NQO1*	0.98±0.01	1.20	1.08±0.03	1.39	1.01±0.04	2.28

*P<0.05.

**P<0.01.

The standard deviation (SD) is not applicable for *NQO1* gene, for which the PCR was performed for one time.

### Effects of SWT on activation of Nrf2/ARE by dual luciferase reporter gene assay

In order to measure the activation of the Nrf2 pathway, a 39-bp ARE-containing sequence from the promoter region of the human *NQO1* gene was inserted into the cloning site of the luciferase plasmid pGL4.22 and then transiently transfected into MCF-7 cells. This assay was firstly established using HEK293 cells with sulforaphane as a positive control (**Figure 5A**). The transfected cells were then treated with SWT (SL, SM and SH) and the four individual herbal ingredients. A dual luciferase reporter gene assay was used in which a renilla luciferase gene was used as an internal control for normalization of the transfection efficiency and for toxicity induced during drug exposure. The high concentration of SWT (SH) showed 3.4±0.68-fold increase of the luciferase activity, while the individual herbs increased the luciferase activity to a higher degree (**Figure 5B**). Rehmanniae was found to be strongest activator for Nrf2/ARE transcription. Similar results have been obtained in another cell line HEK293 cells (data not shown). These results suggest that SWT and its ingredients may upregulate the expression of the Nrf2 target genes by activating the ARE on the promoters of these genes.

**Figure 5:**
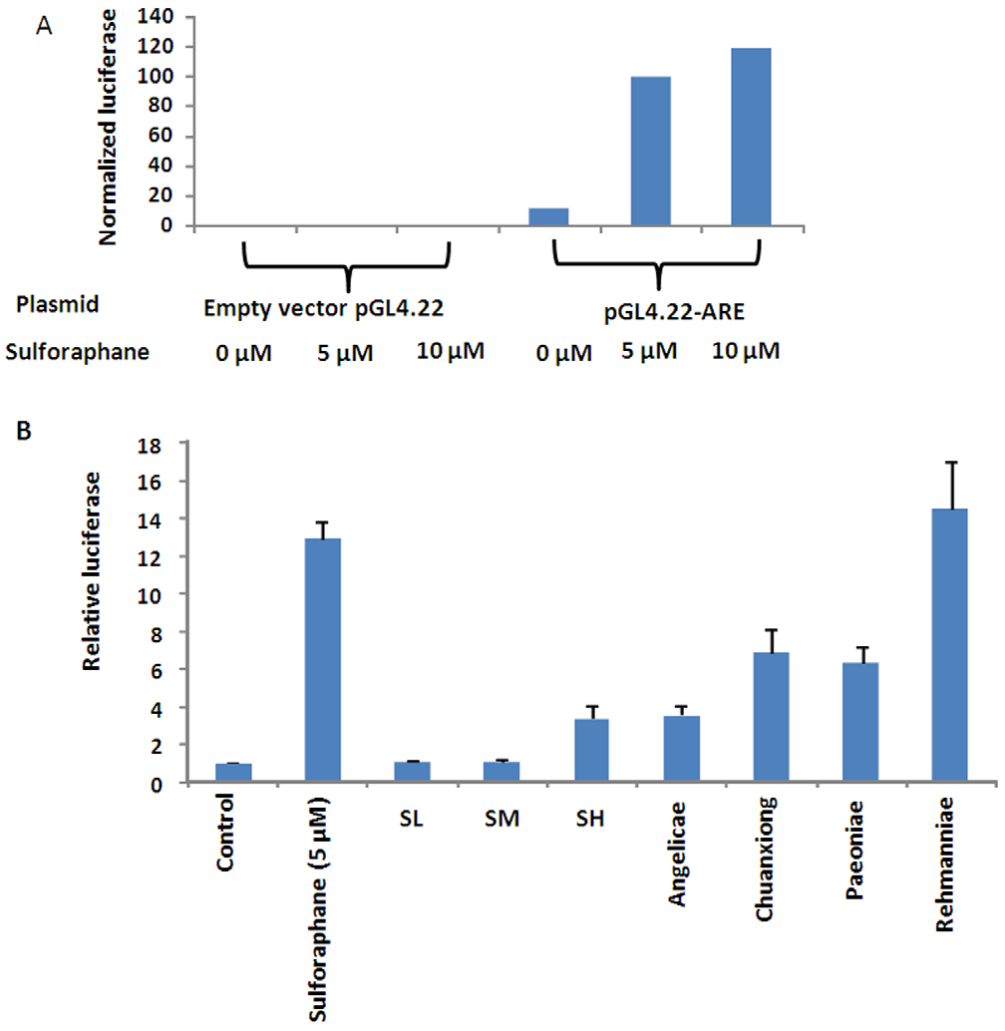
Luciferase assay results. (A) Luciferase assay established using HEK-293 cells co-transfected with a plasmid containing an ARE-luciferase reporter gene (pGL4.22-ARE) or empty vector (pGL4.22) and a plasmid encoding renillar luciferase (pGL4.74). The transfected cells were treated with sulforaphane for 24 hr prior to measurement of firefly and renillar luciferase activities using the dual luciferase reporter gene assay. (B) SWT (three doses SL, SM and SH in 0.0256, 0.256 and 2.56 mg/ml) and four herbal components of SWT (2.56 mg/ml) activated the Nrf2/ARE signaling pathway in MCF-7 cells.

## Discussion

The use of TCM is widespread in China and many Asian countries, and is also rapidly growing in Western countries [3]. Despite its long history of use, many questions remain to be answered due to lack of mechanistic understanding. In this study, we demonstrated, for the first time, a combined microarray gene expression and CMAP data mining approach to discover the mechanisms of action and to identify new therapeutic uses for TCM. We used a popular TCM formula SWT as a model to demonstrate the potential application of this approach.

The array data for 24 samples were firstly analyzed by hierarchical clustering analysis for a quality assessment of the array data and for a comparison of the treatment effects. The three biological replicates in each treatment group showed a high reproducibility in the microarray experiments. The clustering results and the numbers of differentially expressed genes in each treatment group also revealed that the gene expression profile of MCF-7 cells was strongly changed by the treatment with estradiol and high-concentration of SWT, but not by FA and low-concentration SWT. The pathway analysis identified the Nrf2-mediated oxidative stress response as the pathway most significantly changed among differentially expressed genes showing dose-dependent response to SWT treatment. This new finding suggests that SWT could be cancer preventive. The real-time PCR data showed a similar but higher degree of gene upregulation of select genes in the Nrf2 pathway. When the gene expression profiles of MCF-7 cells resulting from SWT treatment were used to compare with those from 1,309 compounds in the CMAP database, the CMAP gene expression profile of estradiol-treated MCF-7 cells turned out to be the best match, consistent with SWT's widely claimed use for women's diseases and suggesting a potential phytoestrogenic effect. The CMAP profiles of several compounds with chemopreventive activity, i.e., withaferin A and resveratrol, also showed high similarity to the profiles of SWT.

One interesting finding is that the expression of genes involved in the Nrf2 signaling pathway was strongly impacted by SWT, but not by estradiol or ferulic acid treatment. The Nrf2 (nuclear factor erythroid 2 -related factor 2), a basic zip (bZIP) transcription factor, has been known as a key molecular target for chemopreventive agents, in particular, natural products and phytochemicals with activities in chemoprevention (for reviews, see [33] and [34]). Nrf2 plays a central role in the regulation of basal and/or inducible expression of phase II genes by binding to the antioxidant response elements (AREs) in their promoters [35]. Nrf2 is normally sequestered in the cytoplasm by Kelch-like ECH-associated protein 1 (Keap1). When activated upon exposure to inducers, it dissociates from Keap1, translocates to the nucleus, complexes with other nuclear factors, and binds to the ARE of genes. Chemopreventive Nrf2 inducers affect the interaction between Keap1 and Nrf2 through several mechanisms such as redox-sensitive modifications on cysteine residues of Keap1 or other cellular sensors and phosphorylation of Nrf2 [36]. Consistent with our results, the extract of *Angelicae Sinensis* (Dang Gui), one of the four herbal ingredients of SWT, has been shown to induce the expression of the detoxification enzyme NAD(P)H:quinine oxidoreductase 1 (NQO1), which is regulated by the Nrf2 pathway [37]. One of the active compounds, Z-ligustilide, was found with strong NQO1 inducing property by alkylating Keap1 [37]. We have also tested the effects of Z-liguistilide treatment on MCF-7 cells on Nrf2 gene expression and obtained the similar inducing effects (unpublished results).

The Nrf2-inducing activity of SWT represents an intriguing and interesting finding. SWT and its components, by affecting multiple Nrf2 target genes, could impact multiple components of the carcinogenic process. Many of the downstream target genes of Nrf2 are important in maintaining the cellular antioxidative response and amelioration of oxidative stress [38]. For example, the glutamate-cysteine ligase and SLC7A11 are essential in regulating the synthesis of glutathione, a very powerful endogenous antioxidant [39]. The NAD(P)H quinone oxidoreductase 1 (NQO1) catalyzes the reduction and detoxification of highly reactive quinones that can cause oxidative stress [40]. HO-1 (HMOX1) has been shown to protect from a variety of pathologies, including sepsis, hypertension, atherosclerosis, acute lung injury, kidney injury, and pain [41]. In addition, the effect of SWT on cytoprotective and detoxification pathways may explain other clinical effects of SWT. For example, its bone marrow protective effect on irradiated mice [27], [28], [42] may be attributed to the Nrf2-induding effects which may increase the radioresistance of bone marrow stem cells. It is also noted that many of Nrf2-regulated genes showed dose-dependent upregulation by SWT, but not by estrogen or ferulic acid. This suggests that the Nrf-2 activating effects of SWT may be separated from its phytoestrogenic effect. Further studies are needed to clarify the effect from different compounds compared to the whole SWT formula.

The identified differentially expressed genes in each treatment group were used in the comparison with the CMAP reference database [17]. We can directly compare the expression profiles of estradiol in our dataset and with those in the CMAP dataset due to the same cell line (MCF-7) and treatment time (6 hours). The gene expression profiles of SWT showed an excellent match to the CMAP gene expression profile of estradiol-treated MCF-7 cells (permutation *p*<0.00001). This finding is consistent with SWT's widely claimed use as an effective traditional Chinese medicine for women's diseases with a possible phytoestrogenic effect. The profile of SWT also shows similarity to the CMAP profiles of withaferin A, 15-delta prostaglandin J2 and resveratrol, which have been reported to possess chemopreventive effects [43], [44]. Results of KEGG pathway analysis found SWT and estradiol shared certain commonly regulated pathways of “cell cycle regulation”, “p53 signaling” and “molecular mechanisms of cancer”, further supporting SWT's phytoestrogenic effects. However, the gene expression profiles for SWT and estradiol also showed a significant difference. One of the most notable differences is that the ability to alter gene expression in the Nrf2 pathway only exists for SWT, but not for estradiol. The role of estrogens in the initiation and progression of breast cancer has been well known [45]. However, there is a large body of evidence that the consumption of phytoestrogens derived from plants and TCM can decrease the risk of cancer although they display estrogen-like activity [46]. These results support a notion that SWT may not have the cancer-causing effects of estradiol, but only have the beneficial cell protective activity.

Based on our previous work [25], the content of FA of the SWT extract was found to be 0.076%, corresponding to 0.0194, 0.194, and 1.94 µg/ml of FA, which were the concentrations tested in the present study. Such dosage selection allows a comparison of the activity of single compound (FA) with that of the TCM formulation (SWT). However, our data showed that FA in all the concentration tested only had subtle effects on global transcription in MCF-7 cells, although FA has been suggested as the chemical fingerprint for quality control of SWT products [29], [30], [31]. In view of lack of activity on gene expression, FA should not be used as a biological marker for activity of SWT.

The lack of expected gene expression change by FA may partially be explained by the statistical limitations of the approach: the sample size (n = 3 for each treatment group) and the fact that multiple tests of significance being done simultaneously may contribute to false positive/negative findings. Although the “multiple testing” corrections by False Discovery Rate (FDR) analysis were described in the text and Methods, such criteria may be too stringent to identify differentially expressed genes from treatment groups of FA and low concentration of SWT (Table 1). The biological limitations for this study, as is the case for almost all transcript profiling studies, is that there remains uncertainty about the relationship between mRNA and protein expression, and the relationship of both to function. Nevertheless, as indicated in Figure 5, a functional assay of Nrf2 pathway strongly supports the results obtained from microarray analysis.

In conclusion, gene expression profiles obtained by using microarrays combined with bioinformatic mining of the CMAP reference database can potentially shed light on the new molecular mechanism of SWT. If SWT can be shown to have cancer preventive potential, it has a great economic advantage because of its low cost and low toxicity, which will have a profound impact on human health. Further work is needed to determine the in vivo relevance of the in vitro findings obtained from the present study. This new approach proved to be powerful in an understanding of mechanisms of actions for TCM as exemplified by our study with SWT. In addition, the gene expression changes identified in this study could be used as biomarkers which can be used for assessing the intact quality of SWT. The genomic approach can be integrated with traditional chromatography-based fingerprinting method and metabolomics to obtain a more complete understanding of TCMs.

## Materials and Methods

### Compounds

Ferulic acid, 17 β-estradiol and DMSO were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Preparation of SWT extracts

The SWT products were obtained from the School of Pharmacy, Chinese University of Hong Kong. These products were manufactured under GMP condition at the Hong Kong Institute of Biotechnology (Hong Kong, China) according to the protocol described in Chinese Pharmacopoeia 2005 [47] with modifications. Crude water extracts were prepared from powdered SWT. Fresh extracts were prepared right before the experiment. Three concentrations of SWT extract were prepared, 2.56 mg/ml, 0.256 mg/ml and 0.0256 mg/ml for high (SH), medium (SM), and low (SL) concentrations, respectively. The SH was prepared by dissolving 2.56 mg SWT powder into 1 ml of PBS buffer, followed by sonication for 30 min. The SM and SL were prepared by dilute the SH 10 and 100 times using PBS, respectively. As determined previously [25], the SL, SM and SH solutions contain 0.0194, 0.194, and 1.94 mg/ml of ferulic acid, respectively.

### Cell lines and cell culture

The MCF-7 cells were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA), cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% non-essential amino acids, 100 unit/mL penicillin, 100 µg/mL streptomycin, 1 mM sodium pyruvate, and 2 mM L-glutamine in an atmosphere of 5% CO_2_ at 37°C. The cells were seeded in 6-well plates at a density of 1×10^5^ cells/ml. After incubating for 24 hours and at least 4 days before treatment, the medium was then replaced by hormone free medium which contains phenol-red free DMEM medium supplemented with 5% charcoal-dextrin stripped FBS (CD-FBS) to prevent the influence of hormones or estrogen-like compounds in the regular culture medium. The medium was changed every other day. The MCF-7 cells were then incubated with hormone free medium and treated by 0.001% DMSO (vehicle control group, C), 0.1 µM 17 β-estradiol (EM), 0.1, 1 or 10 µM of ferulic acid (equivalent to 0.0194, 0.194, and 1.94 mg/ml) ( FL, FM and FH), 0.0256, 0.256, and 2.56 mg/ml SWT (SL, SM and SH) for 6 hours. Three replicates for each of the eight treatment groups were included, resulting in a total of 24 samples (wells). The detailed experimental information including names and concentrations of the treatments are shown in **Figure 1** and **Table 1**.

### RNA extraction

Total RNA were extracted using RNeasy Mini Kit (QIAGEN, Valencia, California), following the manufacturer's protocol. The concentrations of RNA were measured by a NanoVue Plus (GE Healthcare, Piscataway, NJ, USA) and adjusted to 0.2 µg/µl. The RNA samples were stored at −80°C before further processing for microarray analysis.

### Microarray processing

RNA quality was checked using the RNA 6000 LabChip and Agilent 2100 BioAnalyzer. Only high quality RNA with RNA Integrity Number (RIN) >9.0 were used for microarray experiments. The 24 RNA sample IDs were randomly ordered and were blinded to the microarray core facility, the Clinical Transcriptional Genomics Core at Cedars-Sinai Medical Center, in order to minimize the impact of potential confounding factors such as sample processing time and order. The gene expression data were generated using 24 Affymetrix Human Genome U133 Plus 2.0 arrays (Santa Clara, CA, USA). Each U133 Plus 2.0 array consists of 54,675 probe sets detecting over 47,000 transcripts.

The cRNA synthesis and labeling was carried out following Affymetrix one-cycle sample preparation protocol. Briefly, biotinylated cRNAs were prepared according to the standard Affymetrix GeneChip protocol. One µg of total RNA from each sample, along with poly A spikes (labeling control), were converted to double-stranded cDNA with GeneChip One-Cycle cDNA synthesis kit (Affymetrix). After second-strand synthesis, the cDNA was purified with the GeneChip sample cleanup module (Affymetrix). Biotinylated cRNAs were synthesized by in vitro transcription using the Affymetrix GeneChip 3′-Amplification kit. The A260/280 ratio and yield of each of the cRNAs were obtained. For each sample, 10 µg of biotinylated cRNA along spiked controls (bioB, bioC, bioD and cre) was hybridized to a Human Genome U133 Plus 2.0 array for 16 hours at 45°C. Following hybridization, arrays were washed, stained and then scanned with an Affymetrix GeneChip® 3000 7G scanner.

### Real-time RT-PCR

To validate the microarray results, the MCF-7 cells were treated in a separate experiment using the identical experiment conditions and method as described above. One microgram of total RNA was incubated with DNase I, and reverse-transcribed with oligo dT using Superscript II RT-PCR (Invitrogen). One microliter of RT product was amplified by primer pairs specific for *HMOX1, NQO1, SLC7A11*, *GCLM* and *GCLC*. The *GAPDH* gene was used as a normalizing control. The primer sequences are available upon request. Relative gene expression was measured using the GeneAmp 7300 Sequence Detection system (Applied Biosystems, Foster City, CA, USA) using a SYBR Green protocol. For all amplifications, a standard amplification program was used (1 cycle of 50°C for 2 min, 1 cycle of 95°C for 10 min, 50 cycles of 95°C for 15 s and 60°C for 1 min). At the end of PCR cycling steps, data for each sample was displayed as a melting curve. The ABI SDS software was used to determine a “Threshold Cycle' (Ct), which was the cycle number where the linear phase for each sample reached the threshold detection level.

### Luciferase reporter gene assay

The luciferase reporter construct pGL4.22-ARE was a gift from Dr. Donna Zhang at the University of Arizona. It was generated by cloning a 39-bp antioxidant responsive element (ARE)-containing sequence from the promoter region of the NAD(P)H quinone oxidoreductase 1 (NQO1) into the pGL4.22 vector (Promega, Madison, WI, USA) [48]. The HEK293 or MCF-7 cells were transfected with the pGL4.22-ARE plasmid and a constitutively active renilla luciferase (pRL-TK-luc, from Promega; to correct for tranfection efficiency) (40∶1 ratio) using FuGENE HD Transfection Reagent (Roche Applied Science, Indianapolis, IN, USA) according to the manufacturer's instructions. Twenty-four hours after transfection, the cells were exposed to the extracts of SWT or four herbal components for another 24 hours. Cell lysates were used for determining luciferase activities of both firefly and renilla by the dual luciferase reporter gene assay (Promega). Firefly luciferase activity was normalized to renilla luciferase activity. The experiment was carried out in triplicate and expressed as the mean ± SD.

### Microarray data analysis

Microarray data specifically generated for this study are MIAME compliant. The raw data are available through the National Center for Biotechnology Information's Gene Expression Omnibus (GEO series accession number: GSE23610). The microarray gene expression data were imported to ArrayTrack [49], a software system developed by the U.S. Food and Drug Administration's National Center for Toxicological Research for the management, analysis, visualization and interpretation of microarray data (http://www.fda.gov/ArrayTrack/). The probe set-level expression data were summarized from probe-level data with Robust Multichip Average (RMA) [50] by taking all 24 microarrays together. Statistical testing and clustering analysis were conducted using ArrayTrack. Additional calculations were performed within JMP 7 (SAS Institute, Cary, NC, USA) and MATLAB 7.10 (MathWorks, Natick, MA, USA). For each probe set, log2-transformed intensity data were used in a two-sample t-test to obtain a *p* value and a fold change (FC).

### Quality assessment of the microarray data

Hierarchical clustering analysis combined with heatmap was applied to evaluate the overall reproducibility and variation of 3 replicates within each group and the differences among the 8 groups. The log_2_-transformed expression intensities of 54,675 probe sets with RMA summarized data from 24 microarrays were used to calculate the correlation coefficients between two gene expression profiles and construct the heatmap. The quality of microarray data generated in this study is excellent for identifying differentially expressed genes.

### Identification of differentially expressed genes

One important task in microarray data analysis is to identify a list of differentially expressed genes between two conditions (e.g. treatment versus control) [13], [14]. Many methods have been used for selecting differentially expressed genes and the choice of the “best” gene selection methods has been under extensive debate [15], [16]. In this study, genes differentially expressed between two sample groups were selected following the recommendations of the MAQC project [12], [51]. Briefly, a t-test *p* value and a fold change comparing a treatment group and the control were calculated for each probe set. Probe sets with a *p* value greater than a pre-defined cutoff (e.g. *p*>0.05) were removed and the remaining probe sets were ranked according to the magnitude of fold changes. Genes measured by the probe sets with a fold change (FC) greater than a pre-defined threshold (e.g. FC>1.5) were considered as differentially expressed. This straightforward approach of combining a non-stringent *p* value filtering with a fold-change based ranking has been found to generate more reproducible and reliable differentially expressed genes [12], [15], [16], [51], [52]. The expression profiles of the differentially expressed genes have been used as an input to search reference gene expression data (*i.e*., CMAP database) for treatments with similar expression profiles or to identify pathways enriched with the differentially expressed genes. To reduce the number of false-positive differentially expressed genes among 54,675 probe sets, we controlled for the false-discovery rate (FDR) at the level of 0.05 as described previously [53]. However, the FDR criteria of 0.05 may be too stringent as more than half of the genes identified using the above criteria would be removed. Thus, although the criteria of *p*<0.05 and FC>1.5 were used with low stringency, this is expected to detect more genes truly associated with SWT at the expense of increasing the number of false-positives to be validated by other bioinformatic and experimental means.

### Identification of pathways enriched with differentially expressed genes

The lists of differentially expressed genes were then imported to the Ingenuity Pathway Analysis (IPA) software (Ingenuity® Systems, www.ingenuity.com) to identify pathways that are enriched with the genes. The probe sets were mapped to the HUGO gene symbols within IPA software. When multiple probe sets map to the same HUGO gene symbol, only the probe set with the maximal absolute log2 fold change value was kept for identifying enriched IPA canonical pathways. Probe sets that do not map to any HUGO genes were discarded. For each canonical pathway, the Fisher's exact test *p* value was calculated to measure the statistical significance of enrichment of the pathway of the differentially expressed genes in relation with what would be expected by chance from the total number of unique genes in the input list. In addition, the ratio of the number of input genes that are in the pathway to the total number of genes in the pathway was calculated. The *p* value and the ratio indicate the levels of impact the treatment has on the pathway. The pathways were ranked according to *p* values, with the most significantly impacted pathways are shown on the top.

The lists of differentially expressed genes were also imported to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [54], [55], [56]. The probe sets in each treatment group were mapped to the HUGO gene symbols within the KEGG database, and the pathways enriched with the differentially expressed genes according to the Fisher's exact test *p* values are considered to be impacted by the treatments.

### Comparison of gene expression profiles with the CMAP reference database

To help better understand the underlying mechanisms of the therapeutic effects of SWT, we used the gene expression profiles of SWT treatments as queries to search the “Connectivity Map” (CMAP, http://www.broadinstitute.org/cMAP/) reference database (Build 02), which contains more than 7,000 expression profiles (instances) mainly from three cell lines (MCF-7, HL60 and PC3) treated with 1,309 compounds [17]. The query to CMAP is two lists of differentially expressed genes (listed as Affymetrix probe sets), one for up-regulation and the other for down-regulation, in which genes are ranked by the absolute log2 fold change values with descending order. The similarity between the gene expression profile of the query signature and that of a CMAP instance is measured by the connectivity score, ranging from -1 to 1. A high positive connectivity score indicates that the corresponding perturbagen in the CMAP database may similarly induce the expression change as the query agent. A high negative connectivity score indicates that the corresponding perturbagen in the CMAP database may reverse the expression effects of the query agent. Multiple profiles may exist for the same CMAP chemical name (due to different treatment concentrations, cell lines, or batches). CMAP allows individually matched instances consolidated by CMAP chemical name and cell line. Each combination of chemical names and cell lines combination comes with a mean connectivity score and a permutation *p* value, which indicates the probability of enrichment of a set of instances in a list of all instances by chance.

How the deposited data were processed for this re-analysis (not part of the article)

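The re-analysis used the deposited expression values of 24 arrays from MCF-7 cells, 3 for each of 8 groups: the control with 0.001% DMSO, estradiol at 0.1 µM, ferulic acid at 0.1, 1 and 10 µM, and SWT at 2.56, 0.256 and 0.0256 mg/ml, all harvested after 6 h. The cells stood in hormone-free medium before treatment, and all treatments share the same control arrays. SWT was dissolved in PBS, while the control received DMSO, so the solvent of SWT has no control of its own. The mass equivalents of the ferulic acid doses carry different units in the methods and the discussion of the paper, and the doses in µM were used. No genome, detection calls, scan dates or raw image files were at hand, so no batch could be tested.

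The authors summarized and quantile-normalized all arrays together by RMA in ArrayTrack, with no version stated, and the deposited values are probe-set intensity values on the linear scale, from 5.95 to 32620. The plan had taken them to be log2 values. Since they were linear, their base-2 logarithm was taken before any test. The array medians lay between 54.8 and 57.1. The methods state the normalization, and whether anything further was applied to the values before deposit is not stated.

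Of 54675 probe sets the 62 control probe sets of the manufacturer were left out, and 54613 were tested. In the platform annotation 41091 had 1 gene symbol, 1801 had several and 11721 had none. Symbols were looked up by Entrez identifier in a RefSeq table, which held 41037 of them, and 0 symbols changed. For 19775 genes the probe set with the highest mean over all arrays stood for the gene.

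Group means were fitted to all 24 arrays with limma 3.58.1 in R 4.3.3, with 16 residual degrees of freedom and moderated variances, and 15 contrasts were taken: each treatment against the control, the mean of the 9 ferulic acid arrays against the control, and comparisons between treatments. A probe set or gene was called when its Benjamini-Hochberg adjusted p was under 0.05, and the number with a fold over 1.5 was counted beside it. A dose-responsive gene was called at medium and high SWT in the same direction, with the larger change at high SWT. The count of genes shared by 2 treatments was set beside the count expected from independent calls, and the correlation beside 100 simulations of groups that share the control arrays and have no effect.

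Before the data were examined, 25 gene lists with 538 genes were written from general knowledge. They are NRF2 targets, early estrogen-induced and estrogen-repressed genes, G1/S and DNA replication, BRCA1 and homologous recombination, mitosis, p53 targets, aryl hydrocarbon receptor targets, heat shock, ATF4 and integrated stress response, endoplasmic reticulum chaperones, immediate early genes, MAPK feedback, TGF-beta and BMP response, NF-kappaB targets, metallothioneins, cholesterol synthesis, hypoxia, luminal identity, Wnt, markers of fibroblasts, leukocytes, endothelium and basal or mesenchymal cells, and reference genes. Of their genes 23 are in more than 1 list, among them 6 of the aryl hydrocarbon receptor targets and 1 gene shared by the BRCA1 and the estrogen-induced list. Each list was tested with camera with a preset correlation of 0.01 in 10 contrasts, adjusted over 250 tests. An estimated correlation was the alternative. The members called were counted after adjustment over all genes and over the list alone.

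Genes are named by a rule fixed at the same time. At high SWT, medium SWT and with estradiol these are the 10 with the largest change in each direction that were called and in which all 3 treated arrays lay beyond all 3 control arrays, which chance gives in 10% of genes. In the other groups these are the 3 with the smallest p. Up to 4 members of a list per contrast and every gene that the paper names were added, and the values in the paper's tables had been seen. A list member outside that rule is named where a list split in its direction.

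Arrays were clustered in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, by Pearson correlation of the log2 values and average linkage, since the paper names no linkage. Figures were drawn with matplotlib 3.10.9. The correlation within minus between groups was tested exactly over all groupings of the arrays. The numbers of the replicates do not pair the arrays across groups, so the groups were taken as independent.

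The alternatives were a replicate block, centring of each array, quantile normalization of the probe-set values, probe sets above the median level only, an intensity trend with robust variances, only the groups compared, a test against a fold of 1.5, other probe sets per gene, an estimated correlation or Fisher's exact test for lists, other linkages, and each array left out in turn. The two-sample test of the methods with equal variances was run as well, and with unequal variances after its counts had been seen.

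The calls were tested on simulated data, in which all 24 arrays were drawn from normal distributions with the real spreads. In each of 5 simulations 200 genes were shifted in the medium SWT arrays only, by 1.2, 1.5, 2 or 4-fold. That gave 250 shifted genes for each fold over all simulations. Limma called 40.4% of genes shifted 1.2-fold, 93.6% of those shifted 1.5-fold and 100% of those shifted 2-fold, and 39 of 97875 genes that were not shifted. All 5 raised gene lists had a camera p under 0.05 and 0 of the others did. That p was not adjusted, so the adjusted call over 250 tests was not simulated. The simulated genes were drawn independently, whereas the estimated correlation was 0.237 within the NRF2 list and 0.42 within the mitotic list. The simulation therefore cannot tell how often such lists are called wrongly with the preset correlation. With 3 arrays per group the median standard error of a log2 change was 0.079, which limits the precision.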

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

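Of the tests in this part, those on the 3 NQO1 probe sets, on the control arrays, on scaling and on the shared control error were chosen only after the result was seen.

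High SWT raised stress genes that the paper does not discuss. Immediate early genes, which answer growth factors and stress within minutes, had a median of 1.06 on the log2 scale, with 28 of 29 measured genes higher and 0 lower, adjusted over all genes or over the list alone. FOSB rose by 3.00 and EGR1 by 2.05 (adjusted p 2.1e-13 and 1.5e-15). The adjusted p of the list was 1.3e-31, in a range of 1.2e-32 to 3.5e-04 over its alternatives. The integrated stress response, in which ATF4 switches on amino acid supply, had a median of 0.65, with 19 of 26 higher and 1 lower, VLDLR. PPP1R15A, which ends the block on translation, rose by 2.74 and ASNS, asparagine synthetase, by 1.14.

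Heat-shock and hypoxia genes are likewise outside what the paper discusses. Heat-shock genes had a median of 0.46 at high SWT, with 22 of 25 higher and 0 lower (23 and 0 over the list alone) and an adjusted p of 1.3e-20. HSPH1, a large chaperone, rose by 0.90. Hypoxia genes had a median of 0.34, with 13 of 20 higher and 2 lower (14 and 2 over the list alone) and an adjusted p of 5.7e-10. ANKRD37, NDRG1 and VEGFA rose by 2.29, 1.76 and 1.32, while EGLN3 and EGLN1, the oxygen sensors that the same factor induces, fell by 0.27 and 0.18. None of these 4 lists lost its call in any alternative.

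NQO1, the NRF2 target most often used as a marker, did not rise at high SWT. Its control signal was among the highest on the array, and of 442 probe sets with a control level at or above that of the dimmest NQO1 probe set only 2 rose by more than 0.5, and 5 fell. Few of them moved in either direction, so this count cannot tell a capped signal from transcripts that hardly change. The dimmest NQO1 probe set read 13.07 on the log2 scale in the control. HMOX1 reached 13.83 to 13.87 at high SWT, so a cap on that NQO1 probe set was not shown. The paper's RT-PCR in Table 6, run once for this gene in a separate experiment, has NQO1 rising with each dose. Probe sets that do not follow the transcript are argued against by the fall under estradiol, where even the smallest change of the 3 was -0.32. A biological reason, such as a high basal output of the gene in this line, stays open and was not tested.

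NRF2 targets were lower with estradiol than in the control. If the control arrays stood apart, the fall should vanish against other arrays, yet against the mean of the 9 ferulic acid arrays the median was still -0.20, with 26 targets lower and 3 higher, HMOX1 at -0.91, SLC7A11 at -0.09 and SRXN1 at -0.11, the last 2 not called, and a list p of 3.0e-08 (0.16 with an estimated correlation). Under the other scalings the median nearest to 0 was -0.25. The arrays had already been normalized together and their medians lay close together, so rescaling could move the list little. It cannot decide on array scaling. The call of the list depends on the correlation assumed within it, with an adjusted p of 0.13 when it is estimated. Of the technical explanations, only control arrays that stand apart are thus argued against. A candidate explanation is that the activated estrogen receptor lowers NRF2 targets. It is a hypothesis found on these arrays that no test here addresses, since no arrays with a receptor blocker are at hand.

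The 55 probe sets called at low SWT may owe part of their change to the error of the shared control arrays. All 55 changed in the same direction in the ferulic acid arrays, by a median ratio of 0.58. They were chosen against the same controls, so some agreement is built in. Across all genes the changes at low SWT and of the ferulic acid mean correlated at 0.76, where shared controls alone gave 0.613 in simulations. The covariance was 0.00772 against 0.00375. The simulations drew genes independently and do not cover a control error common to many genes. Of the 55, 43 were also called in the same direction at medium SWT and 48 with estradiol, which use the same controls. What is left open is whether low SWT and ferulic acid share a small effect, and the design holds no second set of controls to tell.

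Grouping the 6 arrays of a comparison otherwise gives only 10 splits, too few to exclude chance. Each split but the real one mixes the arrays of both groups, which shrinks any real change and adds it to the spread. Low counts and smaller medians in them follow from this mixing where a change is real. They do not show what arrays without an effect would give. In 1 of the 10 splits, the real one, the count of called probe sets was as large as observed, except for ferulic acid at 10 µM, where all 10 were, with 0 in the real split and 2 in the highest other. The real count and the highest of the other splits were 10709 and 2 for estradiol, 2 and 0 for ferulic acid at 0.1 and at 1 µM, 55 and 0 for low, 1961 and 0 for medium and 15650 and 0 for high SWT. Between treatments they were 14754 and 2 for high SWT against estradiol, 5679 and 0 for medium SWT against estradiol, 13449 and 1 for high against medium SWT, 166 and 0 for medium against low SWT, and 295, 14457 and 1, each against 0, for medium, high and low SWT against the matching ferulic acid dose. For the list medians they were -0.28 and 0.14 (NRF2), 1.23 and 0.44 (estrogen-induced) and -0.27 and 0.14 (estrogen-repressed) with estradiol. At medium SWT the medians were 0.24 and 0.12, 0.25 and 0.14, and -0.09 and 0.04, and at high SWT 0.45 and 0.20, 0.45 and 0.22, and -0.34 and 0.15, in the same order.

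With more arrays 100 splits were drawn, which can mix groups in the same way. For the mean of the ferulic acid arrays 3 of 100, the real one included, gave at least as many called probe sets as the real 3, with 5 as the highest. The share lies under 0.05. A count this small, which leaving out 1 array moved between 0 and 5, cannot exclude chance. For the genes changed by both estradiol and high SWT it was 1 of 100, the real one with 2679, against 2249 in the highest other, which kept the 3 estradiol arrays together as the control. For dose-responsive genes it was 2 of 100, with 605 in the real split and 2195 in the other, which took the high SWT arrays as the control. That split calls several times the real count and points to a structure of the samples, the large distance of high SWT from all others.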

How the results depend on the processing

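Alternatives chosen only after results were seen are the test of the methods with unequal variances, the arrays left out for the mean of ferulic acid, the unadjusted test for single genes, and all alternatives for comparisons between treatments and for lists other than NRF2 and estrogen.

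Of 312 gene values, 234 kept their call and direction in every alternative run, and 3804 of 4040 single alternatives did. Of 594 alternatives for 39 called list results 537 kept the call, and of the 57 lost 22 came with an estimated correlation and 14 with Fisher's exact test. With an estimated correlation the adjusted p was 0.13 for NRF2 targets with estradiol (range 6.8e-11 to 0.13), and 0.074 and 0.11 for estrogen-repressed genes at medium (1.8e-03 to 0.096) and high SWT (1.7e-05 to 0.11). Fisher's test gave 0.096 for the repressed genes at medium SWT, and probe sets above the median level 0.058 at high SWT.

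Counts below are called probe sets in the order ferulic acid 0.1, 1 and 10 µM, then SWT low and medium, unless named. The cause was not tested except where given. Only probe sets above the median level, which leaves fewer to adjust for, gave 6, 75, 7, 238 and 3348, 22 for the ferulic acid mean, 435 for medium against low SWT, 4 for low SWT against ferulic acid, 707 for medium SWT against ferulic acid and 953 dose-responsive genes. An intensity trend with robust variances gave 70, 142, 15, 253 and 3213, then 75, 525, 7, 725 and 1022. A replicate block gave 1 at 0.1 µM, 1 at 10 µM and 7 for the ferulic acid mean. The labels state no pairing by replicate number. The correlation of an array with the control array of its number, after group means were taken off, ran from -0.09 to 0.23. Centring gave 97 for medium against low SWT and 0 for low SWT against ferulic acid. Quantile normalization gave 19 at low SWT. The probe set with the largest fold gave 1140 dose-responsive genes.

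A test against a fold of 1.5, stricter by construction, gave 383 with estradiol, 0, 0, 0 and 0 for ferulic acid 0.1 and 1 µM and low and medium SWT, 1031 at high SWT, 57 shared genes and 1 dose-responsive gene. Between treatments it gave 1067 and 184 for high and medium SWT against estradiol, 689 and 0 for high against medium and medium against low SWT, and 0, 4 and 1024 for low, medium and high SWT against ferulic acid. With only the groups compared, which has 4 residual degrees of freedom, it was 0 and 0 for ferulic acid 0.1 and 1 µM, 0 and 83 for low and medium SWT, 1564 shared and 51 dose-responsive genes.

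The test of the methods, run in estradiol, the ferulic acid doses and the SWT doses in that order, gave 1346, 10, 8, 4, 11, 100 and 3105 at p and fold, with 316 shared and 52 dose-responsive genes. At p alone it gave 4215, 4596, 3179, 4994 and 7153 in the ferulic acid doses and low and medium SWT, with 4163 shared and 2057 dose-responsive genes. At the false discovery rate it gave 4774, 0, 0, 0, 6 and 7335 (estradiol, 0.1 and 1 µM, SWT), with 1397 shared and 6 dose-responsive genes. With unequal variances these were 1299, 9, 7, 3, 10, 92 and 3011, with 305 and 50, then 2960, 3361, 2297, 3614 and 5468, with 1538 dose-responsive genes, and then 1540, 0, 0, 0, 0 and 3161, with 379 and 0. Beside these counts of 0, limma had 4632, 5239, 7111 and 9666 probe sets at an unadjusted p under 0.05 for ferulic acid 0.1 and 1 µM and low and medium SWT.

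Leaving out 1 array moved the small counts most, with the remaining spread pooled over all groups. Ferulic acid at 0.1 µM ran from 0 to 2 (0 without control 1 or its replicate 2), at 1 µM from 0 to 11 (11 without control 1, 0 without its replicate 1) and at 10 µM from 0 to 1 (1 without control 2). The ferulic acid mean ran from 0 (without replicate 2 of 1 µM) to 5 (without replicate 1 of 10 µM), with 1 without control 1 or replicate 1 of 1 µM. Low SWT ran from 0 without its replicate 1 to 171 without its replicate 3, with 3 without replicate 2, 14 without control 2 and 9 without control 3. Medium SWT ran from 691 without its replicate 2 to 2122, with 798 without replicate 1, 1220 without control 2 and 1032 without control 3. Dose-responsive genes ran from 233 without medium SWT replicate 2 to 663, with 278 without replicate 1 and 346 without control 3. Medium against low SWT ran from 44 (without low SWT replicate 2) to 135, low SWT against ferulic acid from 0 to 1, and medium SWT against ferulic acid from 122 (without replicate 2 of 1 µM) to 299. Estradiol ran from 8192 to 9434, high SWT from 13729 to 14801 and the genes shared by both from 2227 to 2602.

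In clustering of the ferulic acid arrays Spearman correlation and complete linkage gave 0 groups with their own cluster, and with Spearman the excess within groups was 0.00016 (p 0.099). Direction reversed only at values near 0 without a call: NQO1 at low SWT was 0.01 after centring, and GCLC -0.01 at 10 µM ferulic acid and -0.01 at low SWT after quantile normalization. With 1 array left out GCLC ran from -0.04 to 0.08 at low SWT and from -0.01 to 0.02 at 10 µM, GCLM from -0.03 to 0.07 at low SWT, HMOX1 from -0.10 to 0.04 at 10 µM and NQO1 from -0.04 to 0.01 at low SWT.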

Differences from the paper's values

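The test with unequal variances was chosen only after the counts were seen. All other alternatives named here were set before the data were examined. The counts here come from limma, at the thresholds of the paper's Table 1.

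At p under 0.05 and a fold over 1.5 the paper gives 6 and 3 probe sets for ferulic acid at 1 and 10 µM and 10 for low SWT, against 10, 10 and 18 here. A count is called close below when it lies within 1.5 times the paper's, which still leaves room for a clear gap. The t-test of the methods was close, with 8, 4 and 11, and so was the version with unequal variances chosen after seeing the values, with 7, 3 and 10, and for low SWT also the probe sets above the median level, with 10. The replicate block, centring, quantile normalization, trend, and fits of the compared groups alone were not, nor was the median-level filter for ferulic acid. In genes the paper gives 3 for ferulic acid at 10 µM and 7 for low SWT, against 8 and 11 here. The t-test gave 4 and 9, unequal variances, chosen after seeing the values, gave 3 and 8, and the median-level filter 4 and 7, and quantile normalization gave 9 at low SWT. The replicate block, centring, trend and the groups alone stayed apart, as did quantile normalization at 10 µM.

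At p under 0.05 alone the paper gives 2965, 3332 and 2270 probe sets for the ferulic acid doses and 3578, 5409 and 13296 for the SWT doses, against 4632, 5239, 4148, 7111, 9666 and 20403 here. The t-test was close, though higher in every group, with 4215, 4596, 3179, 4994, 7153 and 15664, the median-level filter with 3399, 3681, 2569, 4666, 7465 and 15662, and unequal variances, chosen after seeing the values, with 2960, 3361, 2297, 3614, 5468 and 13448. Quantile normalization was close for ferulic acid at 0.1 and 1 µM only, and the groups alone for 1 µM and for medium and high SWT only. The replicate block, centring and trend were close for none.

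At a false discovery rate under 0.05 the paper gives 3598 probe sets for estradiol, 0 each for ferulic acid at 0.1 and 1 µM and for low and medium SWT, and 6673 for high SWT. Here they were 10709, 2, 2, 55, 1961 and 15650. The t-test was close for all of these but medium SWT, with 4774, 0, 0, 0 and 7335, and gave 6 there. For estradiol and high SWT no other alternative was. Fits of the compared groups alone gave 0 for 0.1 and 1 µM and for low SWT, and the test against a fold of 1.5 gave 0 for these and for medium SWT. Unequal variances, chosen after seeing the values, gave 0 for all 4, with 1540 and 3161 for estradiol and high SWT, fewer than the paper calls there. Without control 1 or replicate 2 of 0.1 µM, without replicate 1 of 1 µM, and without low SWT replicate 1 the counts of these groups were 0. All other alternatives stayed apart.

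The paper gives 1240 dose-responsive genes, against 2820 here at the same p, counted with all symbols and not only those in the paper's pathway software. The t-test gave 2057, which stays apart, and unequal variances, chosen after seeing the values, 1538. These counts do not ask that medium SWT lie beyond low SWT, whereas the paper describes a change that goes on from the low to the high dose. With that condition added the t-test gave 1846, which is close. The paper's query for medium SWT has 50 genes higher and 3 lower, against 77 and 10 here at the thresholds of Table 1. The query is a smaller list than the 71 genes the paper gives there, to which the 87 here are close. For the genes higher quantile normalization gave 72, the median-level filter 69, trend 75, the t-test 67 and unequal variances, chosen after seeing the values, 62, all close, while the replicate block, centring and the groups alone stayed apart. For the genes lower no alternative was close, and the t-test gave 7.

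Several statements differ here, not all of them on the same measure. The paper states that ferulic acid replicates did not cluster by dose, while here the 3 arrays at 0.1 µM did with average and Ward linkage, though not with complete linkage or Spearman correlation. The paper's clustering has the low SWT replicates together, while here only estradiol, medium SWT and high SWT had their own cluster. The paper describes the NRF2 pathway as not touched by estradiol, while here 26 of 39 targets were lower and 1 higher. The measures are unlike: the paper tested a larger pathway for enrichment of genes beyond 1.5-fold. The calls here need no fold, and the list median was -0.28, so they do not contradict that test. The call of that list is lost with an estimated correlation (adjusted p 0.13, range 6.8e-11 to 0.13), and 5617 of 19775 genes were called with estradiol in all. The paper has no lower genes at low SWT, while the t-test with the paper's thresholds gave 2 lower probe sets here and limma called CSRNP3 lower without a fold threshold.

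For NQO1 in Table 6 the paper gives folds of 0.98 ± 0.01, 1.08 ± 0.03 and 1.01 ± 0.04 at low, medium and high SWT, whereas 1 of its 3 probe sets had 1.01 ± 0.04, 1.08 ± 0.032 and 0.983 ± 0.013 here. The low and high values thus stand in exchanged places. The paper's RT-PCR values for NQO1 rise with the dose as labelled.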

Other observations

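Some lists were read for the first time after their tests were known, and the values below were chosen only after the results were seen.

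At high SWT genes moved in 3 lists that belong to no claim of the paper, and the calls of these lists were lost with an estimated correlation. NF-kappaB targets, genes of inflammation, had 11 of 23 higher and 3 lower, with CXCL8, interleukin 8, up by 2.19 and TNFAIP3, a brake on the pathway, up by 0.98. The list had an adjusted p of 9.5e-05 (0.054 with an estimated correlation, range 5.5e-05 to 0.11). Wnt receptors and targets had 1 of 20 higher and 11 lower (3 and 11 over the list alone), with RNF43 down by 1.30 on the log2 scale and FZD4 by 1.10. That list had an adjusted p of 0.0067 (0.2 with an estimated correlation, range 1.9e-03 to 0.2). Chaperones of the endoplasmic reticulum had 8 of 17 higher (9 and 1 lower over the list alone), with HERPUD1 up by 0.63 and DNAJB9 by 0.50, and an adjusted p of 5.1e-04 (0.06 with an estimated correlation, range 5.3e-05 to 1).

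Genes of luminal identity went down in part at high SWT, with 7 of 14 lower and 2 higher and an adjusted p of 0.57. ESR1, the estrogen receptor, fell by 0.53 (adjusted p 6.4e-09) and SPDEF, a luminal transcription factor, by 0.57. Metallothioneins and zinc genes had 4 of 9 higher and 1 lower (7 and 1 over the list alone), with an adjusted p of 0.03 (0.35 with an estimated correlation, range 1.4e-02 to 0.87). The zinc exporter gene SLC30A1 rose by 0.53 and MT1X by 0.26. At medium SWT the cholesterol list had 2 of 15 lower and 0 higher (3 and 1 over the list alone), with STARD4 down by 0.35 and an adjusted p of 0.0046 (0.48 with an estimated correlation, range 1.1e-04 to 0.64).

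Targets of the aryl hydrocarbon receptor at high SWT had 6 of 12 higher and 3 lower (7 and 3 over the list alone), with an adjusted p of 9.0e-05 (0.018 with an estimated correlation, range 4.6e-05 to 0.052). CYP1A1 rose by 0.81 and CYP1B1, another hydrocarbon-metabolising cytochrome, by 0.47, and both were lower with estradiol. The TGF-beta and BMP list with estradiol had 14 of 27 lower and 2 higher (17 and 2 over the list alone), with ID3 down by 0.56, and an adjusted p of 9.8e-05 (0.14 with an estimated correlation, range 9.9e-06 to 0.14).

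Among markers of other cells, the fibroblast list was lower at medium SWT, with a median of -0.10, 0 of 12 genes called and an adjusted p of 0.037 (0.089 with an estimated correlation, range 5.4e-03 to 1). The basal or mesenchymal list was lower there as well, with a median of -0.08, 1 of 9 genes called and an adjusted p of 0.024 (0.081 with an estimated correlation, range 1.2e-02 to 1). Both were also lower in ferulic acid arrays, which share the controls: the fibroblast list had medians of -0.06 and -0.13 at 0.1 and 1 µM (adjusted p 0.039 and 0.028, and 0.09 and 0.074 with an estimated correlation) and the basal list -0.07 and -0.09 (adjusted p 0.03 and 0.049, and 0.09 and 0.13), so this is not particular to SWT. At high SWT fibroblast markers had 1 of 12 higher and 3 lower (COL1A1 up by 0.42, COL3A1 down by 0.60; adjusted p 0.31), leukocyte markers 1 of 11 higher and 2 lower (CD14 up by 0.40; adjusted p 0.99), endothelial markers 1 of 9 higher (adjusted p 0.99), and basal or mesenchymal markers 4 of 9 lower, with SNAI2 down by 1.23 and VIM, vimentin, by 0.47 (adjusted p 0.12).

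Genes of division shifted in groups where none of them was called. At 0.1 µM ferulic acid 22 of 28 mitotic genes were higher when adjusted over the list alone, with a median of 0.17 and an adjusted p of 1.9e-20 (0.044 with an estimated correlation), and at 1 µM 18, with a median of 0.16 (adjusted p 7.4e-19, and 0.052 with an estimated correlation). At 10 µM the median was -0.05. Replication genes had medians of 0.16 and 0.13 at the lower doses and 0 at 10 µM. For the mean of ferulic acid the replication list had an adjusted p of 0.023 with an estimated correlation, and between 0.051 and 0.061 when a control array was left out. By that test it was 0.0058 at 0.1 µM and 0.009 at 1 µM. Without control 1, 2 and 3 these were 0.022, 0.014 and 0.0089, and 0.026, 0.018 and 0.019. Leaving out 1 control does not tell whether the controls together caused the shift. IFIT2, a gene of the interferon response, was higher at 0.1 µM ferulic acid by 0.64 and at low SWT by 0.56. IFIT1 of the same response lay above the control by 0.77 at 0.1 µM without being called.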
